# Cytosolic dopamine determines hypersensitivity to blunt force trauma

**DOI:** 10.1016/j.isci.2024.110094

**Published:** 2024-05-23

**Authors:** Kielen R. Zuurbier, Rene Solano Fonseca, Sonja L.B. Arneaud, Lexus Tatge, Gupse Otuzoglu, Jordan M. Wall, Peter M. Douglas

**Keywords:** molecular neuroscience, neuroscience

## Abstract

The selective vulnerability of dopaminergic neurons to trauma-induced neurodegeneration is conserved across species, from nematodes to humans. However, the molecular mechanisms underlying this hypersensitivity to blunt force trauma remain elusive. We find that extravesicular dopamine, a key driver of Parkinson’s disease, extends its toxic role to the acute challenges associated with injury. Ectopic dopamine synthesis in serotonergic neurons sensitizes this resilient neuronal subtype to trauma-induced degeneration. While dopaminergic neurons normally maintain dopamine in a functional and benign state, trauma-induced subcellular redox imbalances elicit dopamine-dependent cytotoxicity. Cytosolic dopamine accumulation, through perturbations to its synthesis, metabolism, or packaging, is necessary and sufficient to drive neurodegeneration upon injury and during aging. Additionally, degeneration is further exacerbated by rapid upregulation of the rate-limiting enzyme in dopamine synthesis, *cat-2*, via the FOS-1 transcription factor. Fundamentally, our study in *C. elegans* unravels the molecular intricacies rendering dopaminergic neurons uniquely prone to physical perturbation across evolutionary lines.

## Highlights

• Trauma resistant neurons can be sensitized through ectopic dopamine synthesis
• Dopaminergic neurons experience excessive oxidative stress upon blunt force trauma
• Mitochondrial calcium buffering and cytosolic dopamine synergistically drive ROS
• FOS-1 dependent activation of dopamine synthesis upon trauma worsens degeneration

## Introduction

Dopaminergic neurons have long been recognized as particularly prone to degeneration in age-related neurodegenerative conditions like Parkinson’s disease (PD). Recently, emerging preclinical evidence has highlighted their hypersensitivity to traumatic brain injury (TBI),^1^^,^^2^^,^^3^ and substantial clinical studies have associated TBI as a significant risk factor (hazard ratio = 3.56) for developing PD and related disorders later in life.^4^^,^^5^ Strikingly, these studies also noted that both an increased time spent unconscious and increased number of sustained TBI’s proportionally increased PD risk, revealing a severity and frequency dependent relationship.^4^^,^^5^ While extensive research has focused on factors influencing dopaminergic vulnerability in PD, understanding the molecular mechanisms underlying dopaminergic degeneration due to the physical stress caused by blunt force trauma remains poorly understood.

Several theories attempt to explain the heightened vulnerability of dopaminergic neurons to cellular stress and aging. These include α-synuclein aggregation, increased energetic demand stemming from extensive axonal arborization, calcium-related pacemaking, and oxidation or metabolism of cytosolic dopamine.^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^^,^^13^ Taking an evolutionary perspective, we investigated the conservation of these traits in *C. elegans,* which is the simplest organism that exhibits selective sensitivity of dopaminergic neurons to cellular stress.^3^^,^^14^ This approach highlights that the presence of dopamine stands as the universally shared feature. Notably, *C. elegans* lack an α-synuclein counterpart and its dopaminergic neurons do not display extensive arborization or pacemaking activity. Thus, while these traits have been reported to contribute to neurodegeneration, they are not prerequisites for dopaminergic hypersensitivity.

The proximity of hydroxyl groups on dopamine’s catechol ring makes it highly susceptible to auto-oxidation within the neutral pH of the cytosol, thereby inducing a cascade of reactive oxygen species (ROS) and covalently altering intracellular components and organelles.^6^^,^^11^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^ Furthermore, cytosolic dopamine can also be metabolized by mitochondrially tethered monoamine oxidases. While this metabolism prevents dopamine quinone formation due to auto-oxidation, it has been reported to drive the electron transport chain and generate mitochondrial ROS.^13^ Fortunately, the acidic environment maintained by vacuolar H^+^ -ATPases within synaptic vesicles supports dopamine’s stability in a reduced state, enabling a means for cells to sequester dopamine away from the cytosol and averting its auto-oxidation and metabolism.^20^^,^^21^ While this delicate balance prevents cellular damage during homeostasis, disruption of proper packaging has been implicated as an important driver of dopaminergic degeneration.^7^

Utilizing a high-throughput *C. elegans* model of blunt force trauma,^14^ we explore the essential role of cytosolic dopamine in determining the selective vulnerability of dopaminergic neurons to stress and age. Additionally, we unravel the impact of trauma-induced immediate-early gene activation on disrupting dopamine homeostasis via induction of the rate-limiting enzyme of dopamine synthesis.

## Results

### Ectopic dopamine production sensitizes serotonergic neurons to trauma-induced death

Dopaminergic and serotonergic neurons, both being monoamine-producing subtypes, share fundamental similarities. Nevertheless, while *C. elegans’* dopaminergic neurons are highly prone to mechanical stress, serotonergic neurons demonstrate complete resilience.^3^ To investigate whether this substantial contrast could be attributed to the dopamine neurotransmitter itself, we engineered transgenic worm strains that ectopically expressed the dopamine synthesis genes *cat-2* and *bas-1* under the regulation of the serotonergic *tph-1* promoter, while using the GABAergic *unc-25* promoter as a control (Figure 1A). Only dopaminergic and serotonergic neurons possess the necessary machinery for synthesizing and recycling the tetrahydrobiopterin (BH_4_) cofactor, vital for the synthesis of their respective monoamines by *cat-2* and *tph-1* (Figures 1B and S1A).^22^ Confirmation of ectopic dopamine synthesis in serotonergic neurons was achieved through formaldehyde-induced fluorescence.^23^ As anticipated, ectopic expression of the same dopamine synthesis enzymes in GABAergic neurons failed to induce dopamine synthesis (Figures 1C and S1B). In serotonergic neurons, inducing dopamine synthesis significantly heightened their susceptibility to trauma-induced death as indicated by the loss of GFP retention two days post-injury, while wild-type serotonergic neurons did not exhibit any decrease in GFP signal (Figure 1D). Conversely, the expression of *cat-2* and *bas-1* in GABAergic neurons had only a minimal effect on GFP retention within those neurons following trauma (Figures 1C and S1D). These findings suggest that the presence of dopamine alone is sufficient to determine the susceptibility of neuronal subtypes to mechanical injury and poses an additional challenge to neurons during periods of cellular stress.

**Figure 1:**
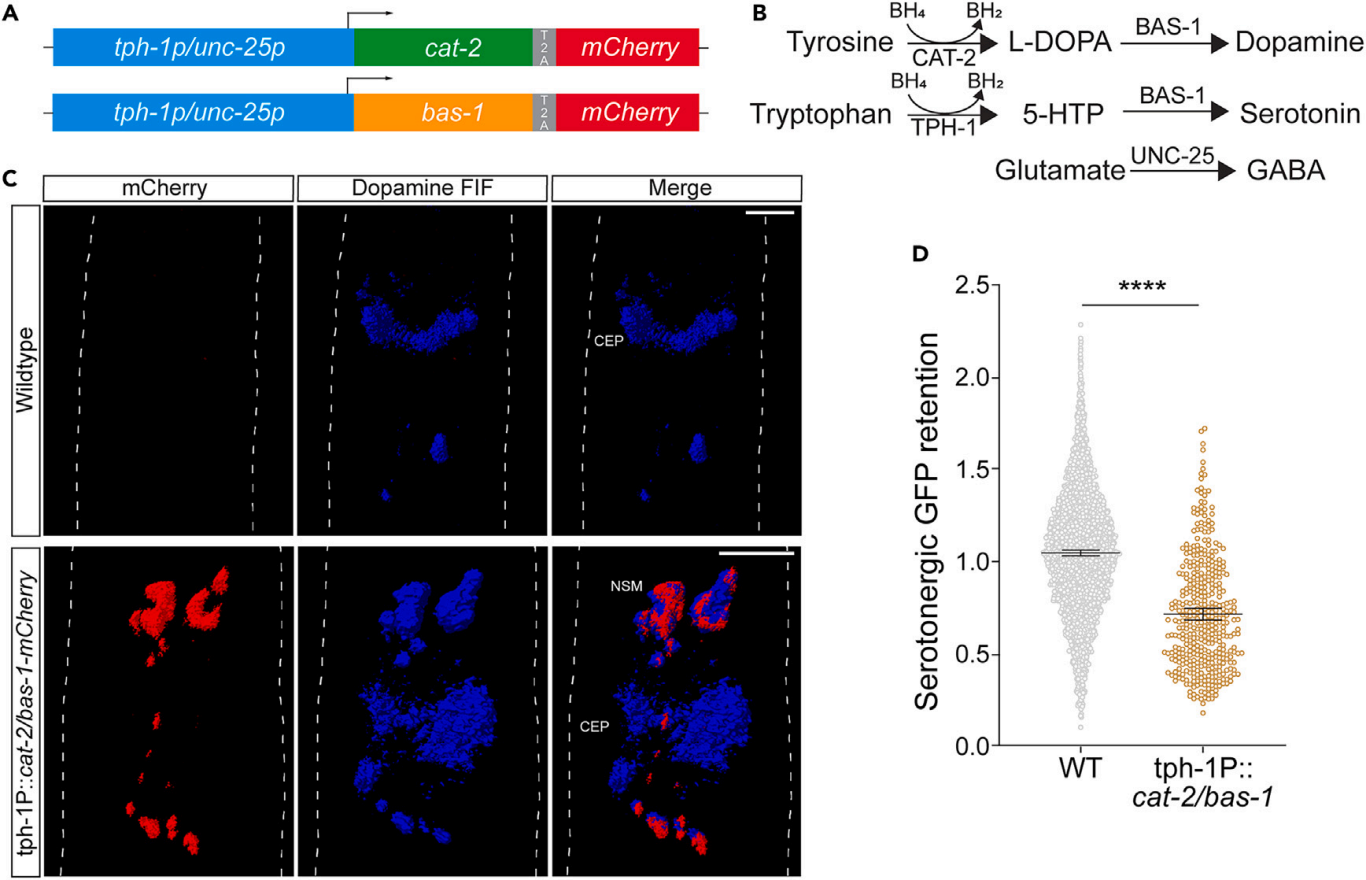
Ectopic dopamine production sensitizes serotonergic neurons to trauma-induced death (A) Schematic of expression plasmid design used to ectopically express dopamine synthesis enzymes (CAT-2 and BAS-1) in serotonergic (*tph-1p* promoter) and GABAergic (*unc-25p* promoter) neurons. Inclusion of T2A site enables co-expression of the respective transgene with mCherry. (B) Neurotransmitter biosynthetic pathways present in dopaminergic, GABAergic, and serotonergic neurons. (C) Fluorescence micrograph shows the three-dimensional renders of worm head regions compiled from z stack images. Fixed worms are stained for dopamine (blue) using formaldehyde-induced fluorescence (FIF) and compared with mCherry (red) expression. CEP annotation indicates the 4 cephalic dopamine neurons, NSM indicates two serotonergic neurons. White dashed line indicates the worm outline. Scale bar, 5 μM. (D) Serotonergic GFP retention in non-transgenic control versus transgenic worms (PMD147) ectopically expressing dopamine (*tph-1P*::*cat-2/bas-1*::*mCherry*) 48 h after injury. Each point represents an injured worm normalized to the mean of the uninjured control population. Mean ±95%CI. *n* = 4089 (WT) and 412 (*tph-1P*::*cat-2/bas-1*::*mCherry)*. Statistical analysis was performed using an unpaired t test. ∗∗∗∗ **=***p <* 0.0001.

### Genetically encoded peroxide sensors reveal that dopaminergic neurons experience excessive cytosolic oxidative stress

Upon oxidization, dopamine can form highly reactive dopamine quinones and various oxidizing intermediates while producing superoxide radicals, further perpetuating the formation of ROS through the modification of mitochondrial electron transport chain complexes and regulators of lysosomal function and mitophagy.^11^^,^^15^ Additionally, monoamine oxidase metabolism of cytosolic dopamine can drive excessive mitochondrial electron transport chain activity, resulting in mitochondrial ROS production.^13^ As dopaminergic neurons bear this additional oxidative burden, we posited that they might endure excessive oxidative stress upon injury. To delve into the subcellular redox dynamics occurring within the neuron after injury, we ectopically expressed the genetically encoded peroxide sensor, roGFP2 fused to a peroxidase (ORP1)^24^ in different subcellular locations of distinct neuronal subtypes within the worm (Figures 2A and S2A). Upon oxidation, ORP1-roGFP2 undergoes an excitation wavelength shift from 488 nm to 405 nm, enabling the quantification of cellular and subcellular redox status in living worms (Figure 2B). When expressed throughout the nervous system using the neural-specific *rgef-1* promoter, trauma induced only a modest increase in cytosolic oxidation 24 h post-injury (Figures 2C and S3A). However, exclusive expression in the cytosol of dopaminergic neurons via the *dat-1* promoter revealed a substantially larger increase in cytosolic peroxide levels at 24- and 48-h post-injury compared to pan-neuronal or serotonergic-expressed ROS sensors driven by the *tph-1* promoter (Figures 2D, 2E, S3B, and S3C). Thus, dopaminergic neurons experience disproportionately higher levels of ROS after trauma.

**Figure 2:**
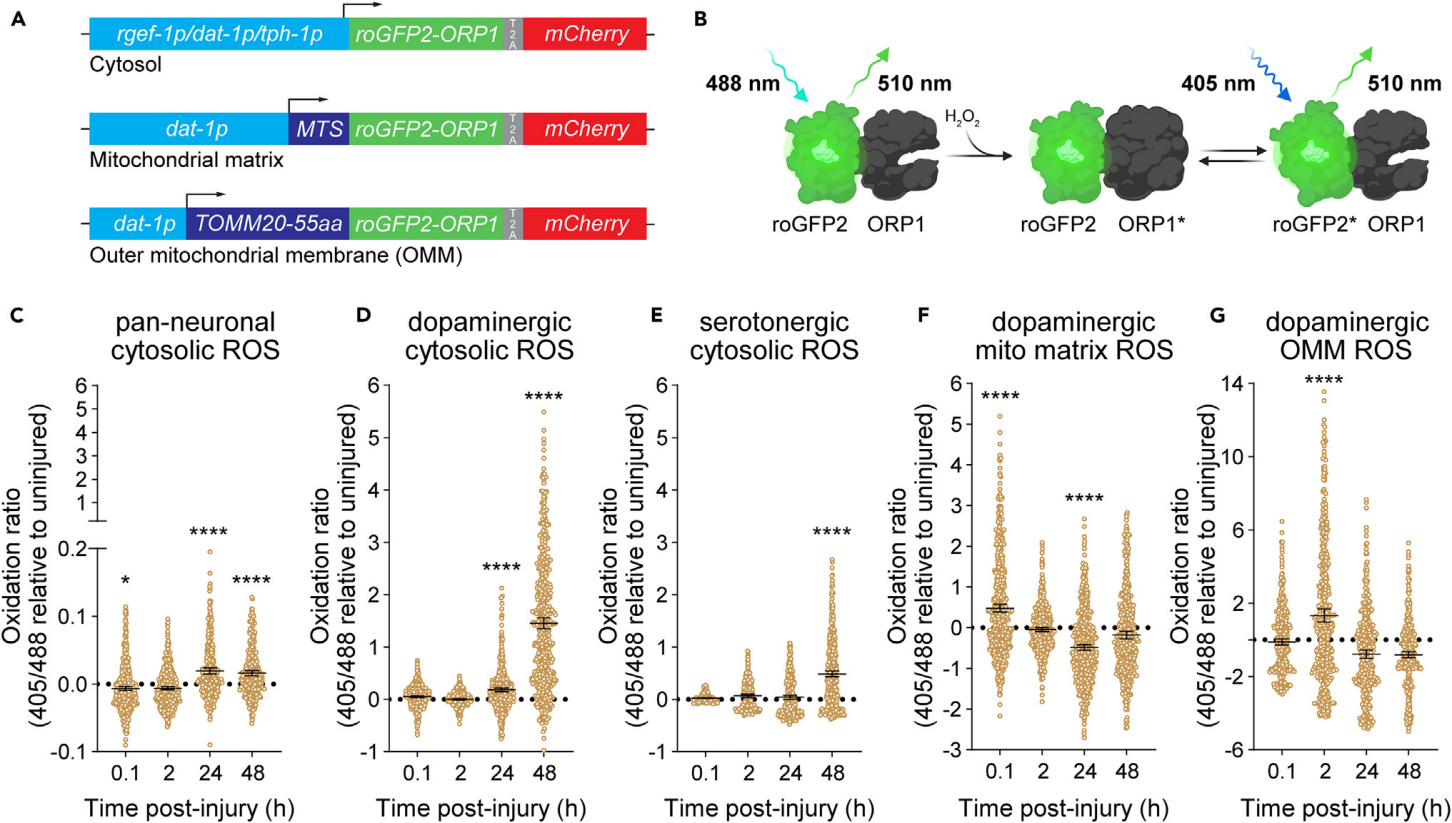
Genetically encoded peroxide sensors reveal that dopaminergic neurons experience excessive cytosolic oxidative stress (A) Schematic of expression plasmid design used to ectopically express roGFP2-ORP1 in dopaminergic (*dat-1p* promoter), serotonergic (*tph-1p* promoter) or all (*rgef-1p* promoter) neurons within the worm. MTS (mitochondrial targeting sequence) and TOMM20-55aa (first 55 amino acids of the TOMM20 outer mitochondrial translocase). Inclusion of T2A site enables co-expression of the respective transgene with mCherry. (B) Illustration of roGFP2-ORP1 ROS sensors. GFP excitation wavelength shifts from 488 nm to 405 nm upon oxidation by hydrogen peroxide. (C) Cytosolic ROS production in all head neurons after injury of roGFP2-ORP1 expressing transgenic worms (PMD184). 405 nm/488 nm oxidation ratio is normalized to uninjured, time-matched controls. Statistical analysis was performed on injured 405 nm/488 nm ratio vs. uninjured 405 nm/488 nm ratio using an ordinary one-way ANOVA with Šidák’s multiple comparisons test (see also Figure S2A). Mean ±95%CI. From left to right, n = 570, 440, 336, and 347 collected over 3 individual experiments. (D) Cytosolic ROS production in dopaminergic neurons after injury of roGFP2-ORP1 expressing transgenic worms (PMD185). 405 nm/488 nm oxidation ratio is normalized to uninjured, time-matched controls. Statistical analysis was performed on injured 405 nm/488 nm ratio versus uninjured 405 nm/488 nm ratio using an ordinary one-way ANOVA with Šidák’s multiple comparisons test (see also Figure S2B). Mean ±95%CI. From left to right, *n* = 796, 642, 526, and 552 collected over 5 independent experiments. (E) Cytosolic ROS production in serotonergic neurons after injury of roGFP2-ORP1 expressing transgenic worms (PMD188). 405 nm/488 nm oxidation ratio is normalized to uninjured, time-matched controls. Statistical analysis was performed on injured 405 nm/488 nm ratio versus uninjured 405 nm/488 nm ratio using an ordinary one-way ANOVA with Šidák’s multiple comparisons test (see also Figure S2C). Mean ±95%CI. From left to right, *n* = 997, 745, 480, and 767 collected over 3 independent experiments. (F and G) Mitochondrial-localized ROS production determined from inner (F) and outer (G) mitochondrially targeted ROS sensors within dopaminergic neurons. Time course begins with injury of day 1 adult worms. 405 nm/488 nm oxidation ratio is normalized to uninjured, time-matched controls. Statistical analysis was performed on injured versus uninjured 405 nm/488 nm ratios using an ordinary one-way ANOVA with Šidák’s corrected multiple comparisons (see also Figures S2D and S2E). Mean ±95%CI. (F) From left to right, *n* = 633, 573, 641, and 483 collected over 3 independent experiments. (G) From left to right, *n* = 450, 433, 434, and 446 collected over 3 independent experiments. ∗ **=***p <* 0.05, ∗∗ **=***p <* 0.01, ∗∗∗ **=***p <* 0.001, and ∗∗∗∗ **=***p <* 0.0001.

Intriguingly, increased oxidation in the cytosol was detectable in all neuronal subtypes tested as early as 24 h after injury. However, these redox kinetics did not align with the rapid peroxide production previously reported in whole worms occurring minutes after mechanical insult.^3^ We therefore hypothesized that trauma-induced ROS production might originate in a more compartmentalized manner before accumulating in the cytosol. Given that mitochondria are a significant source of ROS and mitochondrial dysfunction is implicated in the pathogenesis of both TBI and Parkinson’s disease,^3^^,^^25^^,^^26^ we engineered mitochondrially localized ROS probes in dopaminergic neurons (Figure S2B). Through an N-terminal localization sequence, mitochondrially targeted probes displayed elevated basal ROS levels in uninjured worms, likely due to baseline mitochondrial respiration (Figures S3D and S3E). Yet following injury, we observed an almost immediate (<5 min) rise in ROS within the mitochondria of dopaminergic neurons, resolving to baseline levels within 2 h (Figures 2F and S3D). To track the flow of intra-mitochondrial ROS to the cytosol, we directed the ORP1-roGFP2 redox probe to the outer mitochondrial membrane via roGFP2 fusion with the first 55 amino acids of the TOMM-20 translocase, possessing an outer mitochondrial membrane spanning segment. Using this construct, peak ROS formation was observed 2 h after injury but decreased below baseline pre-injury levels by 24 h (Figures 2G and S3E).

### Dopaminergic calcium influx precedes and drives trauma-induced oxidative stress

Given the rapid kinetics observed, it is plausible that mitochondrial redox imbalances stem from injury-induced calcium flux, serving as the primary trigger within minutes. The neurometabolic cascade of concussion posits that immediate molecular events following TBI involve aberrant intraneuronal ionic fluctuations, induced by processes such as membrane deformation, axonal hyperextension, or aberrant channel activity.^27^ Specifically, disturbances in intracellular calcium ion concentration are implicated in cell damage and death post-TBI.^28^ To test if our model of mechanical stress induced any calcium flux in dopaminergic neurons, we leveraged a worm strain with dopaminergic expression of the calcium sensor GCaMP6f.^29^ Subjecting these worms to injury and assessing dopaminergic cytosolic calcium over time revealed a rapid increase of cytosolic calcium concentration within minutes after injury (Figure 3A). Similar to the observed mitochondrial matrix ROS production, this rapid increase fully recovered within 2 h.

**Figure 3:**
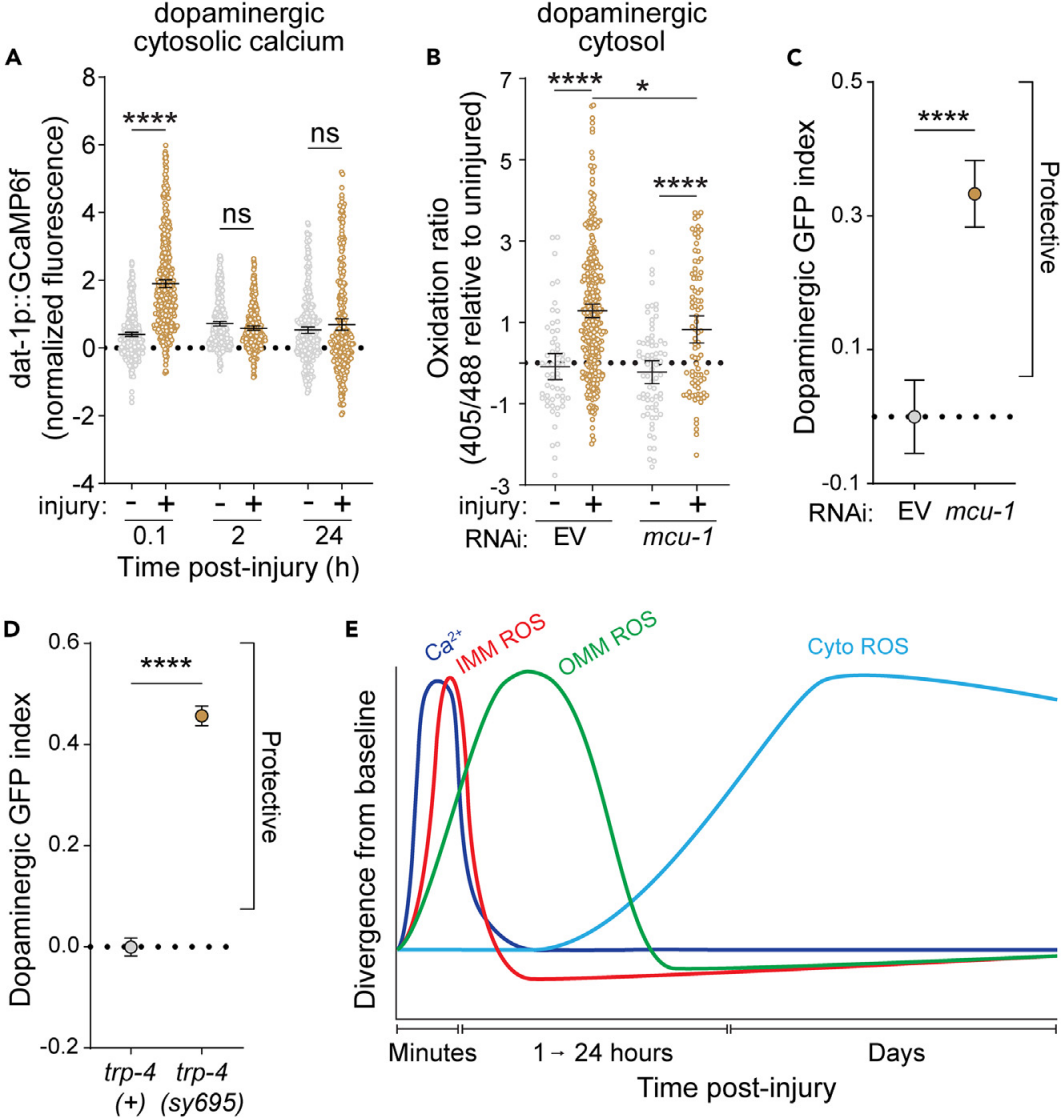
Dopaminergic calcium influx precedes and drives trauma induced oxidative stress (A) Quantification of cytosolic calcium in dopaminergic neurons after injury. GCaMP6f GFP peak height fluorescence was first normalized to non-transgenic background controls and then to time matched uninjured transgenic controls. After outlier removal, statistical analysis was performed using an ordinary one-way ANOVA with Šidák’s multiple comparisons test. Mean ±95%CI. From left to right, *n* = 475, 564, 460, 388, 412, and 307 and were collected over 3 independent experiments. (B) Cytosolic ROS production in dopaminergic neurons of roGFP2-ORP1 expressing transgenic worms (PMD249) raised on empty vector control (EV) or *mcu-1* RNAi and injured at day 1 of adulthood. ROS levels were determined 48 h after injury. All samples were normalized to the 405 nm/488 nm ratio of uninjured worms on control EV RNAi. Statistical analysis was performed using an ordinary one-way ANOVA with Šidák’s multiple comparisons test. Mean ±95%CI. From left to right, *n* = 58, 349, 73, and 87. (C) Quantification of dopaminergic GFP retention in worms (PMD216) 48 h after injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in worms treated with empty vector control (EV) RNAi (injured/uninjured) to the loss in GFP retention for *mcu-1* RNAi. Positive and negative values show enhanced and reduced GFP retention respectively compared to control RNAi conditions. Statistical analysis was performed using an unpaired t test. Mean ±95%CI. *n* = 2128 (EV) and 2760 (*mcu-1*) collected over 3 independent experiments. (D) Dopaminergic GFP retention of PMD190 *(trp-4(+))* vs. PMD191 *(trp-4(sy695))* 48 h after injury raised on EV. Statistical analysis was performed using an unpaired t test. Plots show mean ±95%CI. PMD190 *n* = 4890 and PMD191 *n* = 4891 and were collected over 3 independent experiments. (E) Schematic of calcium flux and ROS accumulation over time following trauma. ∗ **=***p <* 0.05, ∗∗ **=***p <* 0.01, ∗∗∗ **=***p <* 0.001, and ∗∗∗∗ **=***p <* 0.0001.

To maintain cytosolic calcium at a minimum, calcium is rapidly taken up by the endoplasmic reticulum and mitochondria as the main calcium stores in the cell. The principal mechanism employed by mitochondria to buffer calcium levels is through the mitochondrial calcium uniporter, *mcu-1*. However, an overload of mitochondrial calcium can instigate ROS formation. Our investigation focused on discerning the role of mitochondrial calcium overload in post-injury scenarios and its potential correlation with ROS formation in dopamine neurons. To explore this, we sought to perturb MCU-1 and measure injury-induced ROS. Since *C. elegans* neurons are typically refractory to dsRNAi feeding, we employed a strategy involving the crossing of worms expressing the cytosolically localized dopaminergic ROS sensor with a strain possessing a *dat-1* driven overexpression of RNAi uptake and processing genes *sid-1* and *rde-1*, respectively. Notably, this genetic manipulation was executed in a *rde-1* null background, thereby exclusively targeting the RNAi to dopaminergic neurons. Administration of *mcu-1* RNAi to these worms, coupled with subsequent injury, yielded a significant reduction in cytosolic ROS within dopamine neurons 48 h post-injury (Figure 3B). However, ROS production exhibited only a partial reduction, suggesting the involvement of other factors in the genesis of injury-induced ROS formation. Intriguingly, this modest reduction of cytosolic ROS proved sufficient to protect dopaminergic neurons from trauma-induced degeneration as evidenced by an increased dopaminergic GFP index (Figure 3C).

To bolster the involvement of aberrant calcium flux being an early trigger of dopaminergic degeneration, we wondered if perturbing this influx further upstream in the cascade would be protective as well. Based on the literature, a likely source of mechanical stress induced calcium flux in *C. elegans* dopamine neurons is the TRP-4 channel. TRP-4 is a TRPN-type transient receptor potential mechanosensory channel and gain-of-function mutations have been implicated in dopaminergic degeneration.^30^ To test whether TRP-4 contributes to trauma-induced dopaminergic degeneration, we crossed *trp-4* mutant worms, TQ296*(trp-4(sy695))*, with our PMD13 dopaminergic GFP strain. From this cross, we isolated both homozygous *trp-4* mutants and homozygous wild types as genetic background controls. Subjecting both of these worm strains to injury revealed that *trp-4* mutants had significantly increased dopaminergic GFP retention (Figure 3D).

Taken together, excessive calcium influx appears to be one of the earliest and most upstream molecular consequences of trauma. This increased cytosolic calcium is rapidly buffered, in part by mitochondria, which can drive mitochondrial ROS production. Eventually, this mitochondrial ROS appears to “spill-out” into the cytosol which persists as a long-term physiological consequence of the initial insult (Figure 3E). Remarkably, while perturbation of mitochondrial calcium influx is sufficient to protect, it is only partially responsible for total dopaminergic cytosolic ROS production.

### Cytosolic dopamine drives dopaminergic oxidative stress and degeneration

To investigate dopamine’s contribution in cytosolic ROS formation, we aimed to manipulate dopamine synthesis through *cat-2* knockdown and assess injury-induced oxidative stress. Worms raised on *cat-2* RNAi and subjected to injury exhibited a discernable reduction in cytosolic ROS levels in dopaminergic neurons 48 h post-injury compared to those raised on empty vector control (EV) (Figure 4B). This reduction was comparable in magnitude to that observed with *mcu-1* RNAi implying an equivalent impact of mitochondrial calcium overload and dopamine on the induction of oxidative stress following injury. Additionally, in the absence of injury, administering the dopamine packaging inhibitor reserpine to healthy adult worms for two days led to formation of cytosolic ROS (Figure 4C). Subsequently, we delved into the physiological implications of these redox changes on neurodegeneration. Mutants lacking dopamine synthesis, *cat-2(n4547)*, and worms subjected to *cat-2* RNAi both exhibited reduced dopaminergic degeneration after trauma, evidenced by increased dopaminergic GFP retention and an elevated dopamine GFP index (Figures 4D and 4E). Conversely, augmenting cytosolic dopamine post-insult via reserpine supplementation significantly exacerbated dopaminergic degeneration (Figures 4A and 4F). Wondering how a prolonged increase in cytosolic dopamine might impact age-related neuronal loss, we employed selective RNAi exclusively in *dat-1* positive neurons and subjected *C. elegans* to *cat-1* RNAi from hatching until day 17 of adulthood. Assessing dopaminergic GFP fluorescence every 2–3 days revealed a substantial loss of GFP retention after 12 days of aging in *cat-1* RNAi fed animals as compared to control (Figure 4G). Thus, perturbing dopamine packaging can accelerate age-related loss of dopaminergic neurons.

**Figure 4:**
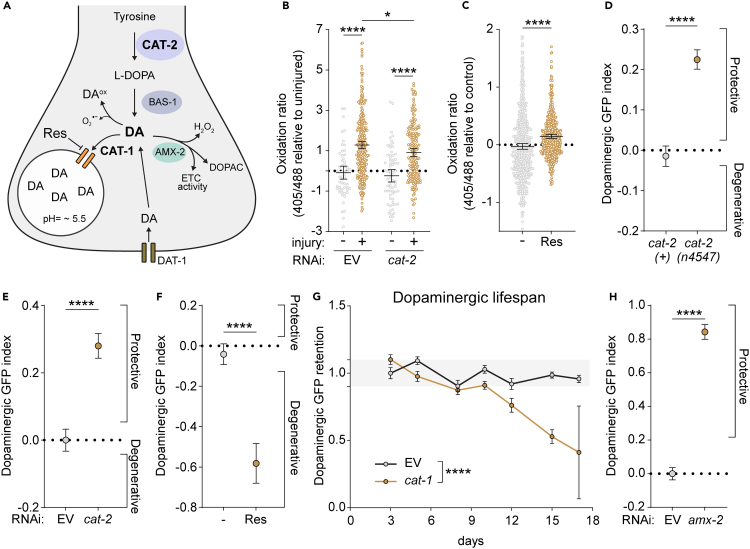
Cytosolic dopamine drives dopaminergic oxidative stress and degeneration (A) Schematic of dopamine (DA) homeostasis in the synapse of *C. elegans* dopaminergic neurons. CAT-2 = tyrosine hydroxylase, BAS-1 = aromatic amino acid decarboxylase, DA = dopamine, DA^ox^ = dopamine oxidation products, AMX-2 = monoamine oxidase, CAT-1 = vesicular monoamine transporter 2, DAT-1 = dopamine reuptake transporter. (B) Cytosolic ROS production in dopaminergic neurons of worms (PMD249) raised on empty vector control (EV) or *cat-2* RNAi and injured at day 1 of adulthood. Dopaminergic cytosolic ROS was determined 48 h after injury. Blank normalized 405 nm/488 nm ratios were used for statistical analysis using an ordinary one-way ANOVA with Šidák’s multiple comparisons test. Gray = uninjured, gold = injured. Mean ±95%CI. From left to right, *n* = 58, 349, 70, and 200. (C) Cytosolic ROS production in dopaminergic neurons of uninjured worms (PMD185). 405 nm/488 nm oxidation ratio is normalized to vehicle control (acetic acid). Reserpine (Res) was supplemented in agar plates at a final concentration of 30 μM for 2 days starting from day 1 of adulthood. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Blue = uninjured, beige = injured. Mean ±95%CI. From left to right, *n* = 585 and 671 collected over 3 independent experiments. (D) Quantification of dopaminergic GFP retention in wild type (PMD13) or *cat-2(n4547)* mutant worms (PMD156) 48 h after injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in the control population (injured/uninjured) to the loss in GFP retention for *cat-2(n4547)* mutants. Positive and negative values show enhanced and reduced GFP retention respectively compared to wild-type conditions. Statistical analysis was performed using an unpaired t test. Mean ±95% CI. *n* = 7540 (*cat-2(+))* and 8915 *(cat-2(n4547))* collected over 3 independent experiments. (E) Quantification of dopaminergic GFP retention in worms (PMD216) 48 h after injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in worms treated with *cat-2* RNAi to the loss in GFP retention for empty vector control (EV) RNAi (injured/uninjured). Positive and negative values show enhanced and reduced GFP retention respectively compared to EV control RNAi conditions. Statistical analysis was performed using an unpaired t test. Mean ±95% CI. From left to right, *n* = 3696 and 3585 collected over 4 independent experiments. (F) Quantification of dopaminergic GFP retention in worms (PMD216) 48 h after injury, treated with 30 μM reserpine (Res) or vehicle control (acetic acid) post-injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in worms treated with vehicle control (injured/uninjured) to the loss in GFP retention for the respective reserpine treatment regiments. Positive and negative values show enhanced and reduced GFP retention respectively compared to vehicle control. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Mean ±95%CI. From left to right, *n* = 1828 and 1694 collected over 3 independent experiments. (G) Quantification of dopaminergic GFP retention in worms (PMD216) maintained on EV or *cat-1* RNAi. Raw GFP fluorescence across all timepoints are normalized to EV at day 3 of adulthood. Statistical analysis was performed using an ordinary two-way ANOVA comparing the column factor between EV and *cat-1* RNAi over multiple time points. Mean ±95%CI. From left to right, EV *n* = 424, 944, 294, 1043, 519, 1507, 1075. *cat-1 n*= 569, 418, 544, 968, 304, 136, 7. (H) Quantification of dopaminergic GFP retention in worms (PMD216) 48 h after injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in worms treated with empty vector control (EV) RNAi (injured/uninjured) to the loss in GFP retention for the respective RNAi. Positive and negative values show enhanced and reduced GFP retention respectively compared to EV control RNAi conditions. Statistical analysis was performed using an unpaired t test. Mean ±95% CI. From left to right, *n* = 3770 and 3389 collected over 3 independent experiments. ∗ **=***p <* 0.05, ∗∗ **=***p <* 0.01, ∗∗∗ **=***p <* 0.001, and ∗∗∗∗ **=***p <* 0.0001.

Since extravesicular dopamine can be toxic through both its auto-oxidation and its metabolism (Figure 4A), we sought to investigate the route of toxicity. To test this, we perturbed dopamine metabolism by monoamine oxidases through *amx-2* RNAi.^31^ If cytosolic dopamine were predominantly toxic through its auto-oxidation, *amx-2* RNAi would worsen trauma-induced degeneration. Reciprocally, if monoamine oxidase metabolism was the primary toxic route, *amx-2* RNAi would have a net protective effect. Dopaminergic exclusive knockdown of *amx-2* confirmed the latter as dopaminergic neurons lost significantly less GFP following injury when raised on *amx-2* RNAi (Figure 4H).

Further investigation was conducted to ascertain whether increased cytosolic dopamine triggered cellular stress independent of reduced dopamine release. 

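RNA-seq was performed on whole day 1 adult worms of PMD216, a strain built so that RNAi acts only in dopaminergic neurons. Worms were raised on bacteria carrying the empty vector (EV), *cat-1* RNAi or *cat-2* RNAi, with 4 biological replicates for each of the 3 groups. RNA came from the whole animal, so transcripts of the dopaminergic neurons are mixed with those of every other tissue. The authors mapped paired-end reads of poly(A)-selected RNA with CLC software and deposited RPKM for 46739 features on genome build ce11. Since RPKM moves in steps of 1 read, whole reads and library totals were recovered to within 0.0001 reads for 100% of the 20423 features with a value above 0. The totals were 19229569 to 20089688 mapped reads in the EV libraries, 19170361 to 21493743 in the libraries labelled *cat-1* RNAi and 18765779 to 20763857 in those labelled *cat-2* RNAi.
*cat-1* encodes the vesicular monoamine transporter and lies on chromosome X from 5705690 to 5710737. It had 15 reads over the 4 EV libraries, 107 over the 4 libraries labelled *cat-1* RNAi and 22 over the 4 labelled *cat-2* RNAi. These are 0.103 ± 0.0423, 0.693 ± 0.560 and 0.148 ± 0.0505 RPKM (SD, n = 4 each), and *cat-1* reached the minimum for testing in 2 libraries, so it was not among the genes tested below. Its level was thus 6.94 times the EV level in the libraries of its own RNAi (95% exact Clopper-Pearson interval 4.03 to 12.83, counting error only), and 4.07 times without replicate 3, which holds 61 of the 107 reads. Every such library was above every EV library (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow). *cat-2* encodes tyrosine hydroxylase and lies on chromosome II from 257819 to 261074, overlapping *scc-2* on the other strand. It had 19 reads over the EV libraries, 22 over those labelled *cat-1* RNAi and 156 over those labelled *cat-2* RNAi, or 0.141 ± 0.0449, 0.162 ± 0.0938 and 1.16 ± 0.529 RPKM (SD, n = 4 each). The ratio to EV was 8.17 upon its own RNAi (interval 5.06 to 13.9) and 1.13 in the libraries labelled *cat-1* RNAi (interval 0.582 to 2.201, two-sided exact permutation p = 0.771). The dopamine transporter gene *dat-1* had 10, 10 and 16 reads over the same groups of libraries, too few to compare. More reads of each target in its own RNAi libraries mean that any direction given below holds for the libraries as labelled, not for a measured loss of the target's mRNA. The paper's text gives no measure of either target's mRNA upon RNAi in these worms. Its measures of the RNAi are functional, such as cytosolic ROS and GFP retention upon *cat-2* RNAi (Figures 4B and 4E) and GFP retention upon *cat-1* RNAi (Figure 4G).

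**Figure D1:**
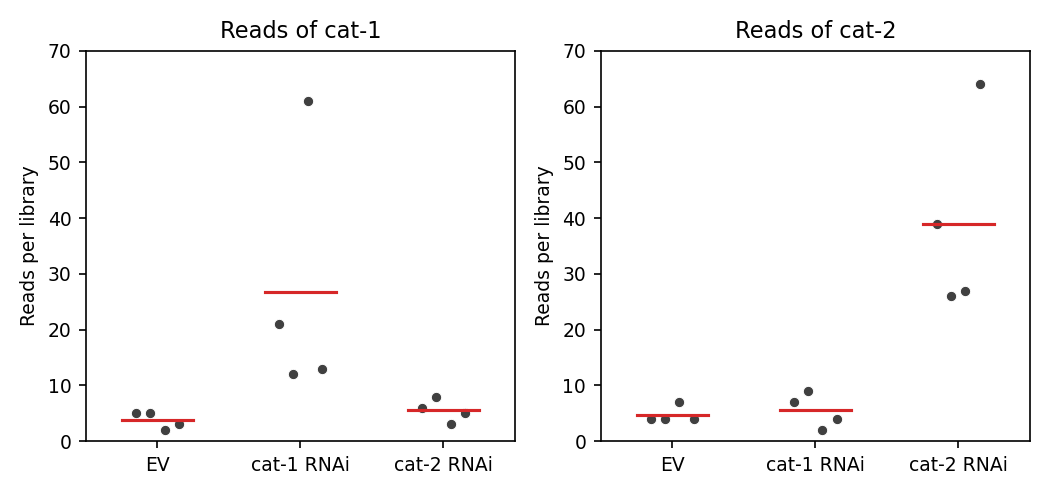
Reads of *cat-1* (left) and *cat-2* (right) in each of the 12 libraries by group, with a red bar at the mean of 4 libraries. The libraries of the gene's own RNAi hold 12 to 61 reads of *cat-1* and 26 to 64 reads of *cat-2*, above every EV library.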

To discern this, we compared genes differentially expressed upon dopaminergic *cat-1* RNAi, excluding those altered by *cat-2* RNAi, thereby enriching for genes responding to increased cytosolic dopamine while subtracting genes influenced by reduced dopamine release. This approach highlighted differential regulation of recognized stress response genes and several unassigned genes annotated to be responsive to cellular stress (Figures 3C and S4A). 

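In the libraries labelled *cat-1* RNAi, the acyl-CoA dehydrogenase gene *acdh-1* (chromosome I, 6497436 to 6499560) was at 42.0 ± 11.7 RPKM (SD, n = 4) against 93.5 ± 20.2 (SD, n = 4) in EV. The enoyl-CoA hydratase gene *ech-6* (chromosome III, 9751552 to 9752883) was at 149 ± 4.596 RPKM against 173 ± 5.64, and the dehydrogenase gene Y38F1A.6, now *hphd-1* (chromosome II, 12994354 to 12996571), at 29.7 ± 5.10 against 47.7 ± 7.27 (SD, n = 4 each). For these 3 genes, all 4 libraries labelled *cat-1* RNAi lay below every EV library. They were named for their small p, which favors such a separation. Over all tested genes 253 were separated as higher and 217 as lower (3.57%, where chance gives 2.86%). In the libraries labelled *cat-2* RNAi, *acdh-1*, *ech-6* and Y38F1A.6 were at 57.2 ± 8.56, 151 ± 7.03 and 31.3 ± 3.57 RPKM (SD, n = 4 each). For the 3 genes, 3, 4 and 4 of these libraries lay below every EV library. Upon *cat-1* RNAi their log2 fold changes were −1.16 (SE 0.209), −0.21 (SE 0.0416) and −0.68 (SE 0.133), and each had an adjusted p of 0.522 from limma with Benjamini-Hochberg adjustment over 13161 genes, so none passed. The CUB-domain gene *dod-24* (chromosome IV, 12940106 to 12941354) was at 65.2 ± 4.93 RPKM against 46.3 ± 4.68 (SD, n = 4 each), a log2 fold change of 0.49 (SE 0.0848) with the same adjusted p. The next smallest p-values belonged to C50F7.5 (log2 fold change −0.59) and *hacd-1* (−0.28), both lower, and to Y38E10A.9 (1.38, from 23 reads against 2 in EV, a ratio of 11.2 with an interval of 2.77 to 97.9), T12D8.5 (0.52), *sdz-6* (0.67) and F56A4.10 (0.97), all higher. Their adjusted p-values from limma ran from 0.522 to 0.635.
No gene passed an adjusted p of 0.05 in the libraries labelled *cat-1* RNAi against EV with limma on log2 RPKM, and 782 genes had an unadjusted p under 0.05, 454 higher and 328 lower, where chance alone gives 658 on average. Limma on the recovered reads called 0 genes as well, and the authors' p-values adjusted over the same genes called 2, F13E9.15 and *unc-33*. The authors' own false discovery rates, deposited for all features from an equal-variance test, were under 0.05 for 0 features (smallest 0.155). Of the 782 genes, 514 had no unadjusted p under 0.05 upon *cat-2* RNAi, 288 of them higher and 226 lower upon *cat-1* RNAi. Simulated groups with no difference gave medians of 480.5 for the 782 genes (95% of draws from 4.475 to 2597) and 313.5 for the 514 (3.475 to 2276). As many genes or more came up in 36 and 39 of 100 draws. Neither count thus stands out from unchanged groups simulated with the pooled spread of all 12 libraries, the outlying ones included. The difference between both RNAi groups was then tested directly for these 514 genes. It had an unadjusted p under 0.05 for 138 of them (26.8%), an adjusted p under 0.05 from limma for 0, and neither for 376. Genes chosen this way differ between the RNAi groups by their choice, and simulated groups with no difference gave a median of 21.1% (95% of draws from 0% to 90.7%) for the 26.8%. For 437 of the 514 genes (85.0%) the fold change had the same sign upon *cat-2* RNAi, and the median ratio of the log2 fold change there to that upon *cat-1* RNAi was 0.455. Both comparisons use the same EV libraries, and the simulated groups gave medians of 89.1% (95% of draws from 12.08% to 100%) and 0.421 (−0.27 to 0.793) for these values. The 782 genes became 508.0 without replicate 1 of *cat-1* RNAi and 1215 without replicate 3, and the 514 genes became 804 without replicate 3. Without that replicate 1 gene, *igdb-1*, passed in the libraries labelled *cat-1* RNAi (log2 fold change −3.19, adjusted p = 0.0396 from limma). By leaving out genes altered upon *cat-2* RNAi, the paper reasons that it enriches for genes responding to more dopamine in the cytosol and subtracts those influenced by less dopamine release. The paper takes the stress response genes among them as further emphasis that raised cytosolic dopamine can be a harmful stimulus to the cell apart from neurotransmission. Its other evidence includes the effects of reserpine and the loss of GFP with age upon *cat-1* RNAi, which do not come from RNA-seq.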

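The glutathione S-transferase gene *gst-4*, a target of the oxidative stress factor SKN-1, was at 19.5 ± 1.48 RPKM in the libraries labelled *cat-1* RNAi and 27.1 ± 4.99 in EV (SD, n = 4 each). Its log2 fold change was −0.45 (SE 0.112), below every EV library in all 4 libraries. It is 1 of 27 tested genes of the SKN-1 oxidative stress and glutathione list, 1 of 40 lists of genes fixed before the data were examined. In that list 3 genes were lower and 0 higher at an unadjusted p under 0.05 from limma (*gst-4*, *gst-13* at −0.23 and *ugt-11* at −0.29). Over all genes 0 of them passed the adjusted threshold, and *gst-4* was the 1 that passed when adjusted over the list alone. The fourth named member, *cbs-1*, was at 0.21. The list had a median log2 fold change of −0.08 (adjusted p = 0.0190 from limma's camera with a preset correlation of 0.01, 0.423 with an estimated correlation). The call ended without replicate 1 of *cat-1* RNAi (median −0.03, adjusted p = 0.306).
The cytochrome P450, UDP-glucuronosyltransferase and glutathione S-transferase families of xenobiotic detoxification overlap with it. Of their 134 tested genes, 14 were lower and 0 higher at an unadjusted p under 0.05, among them *ugt-22* (log2 fold change −0.22), *ugt-32* (−0.67) and *ugt-53* (−0.46). Their median was −0.04 (adjusted p = 0.00279 from limma's camera, 0.142 with an estimated correlation), and 0 genes passed over all genes or when adjusted over the list alone. The median was −0.0555 without EV replicate 1, −0.0546 without EV replicate 3 and −0.0636 without *cat-1* RNAi replicate 2. The 23 genes of the mitochondrial unfolded protein response had a median of −0.05 (adjusted p = 0.0327 from limma's camera, 0.423 with an estimated correlation), with *gpd-2* (−0.17) at an unadjusted p under 0.05 and *hsp-6* at −0.08. That call ended without EV replicate 1 (adjusted p = 0.0591), EV replicate 4 (0.146), *cat-1* RNAi replicate 1 (0.340) and *cat-1* RNAi replicate 2 (0.0624), each from limma, with medians of −0.05, −0.04, −0.04 and −0.04. Upon *cat-2* RNAi the median of this list was −0.07 (adjusted p = 0.00422 from limma's camera, 0.267 with an estimated correlation). Between both RNAi groups its adjusted p was 0.460 from limma's camera. Upon *cat-2* RNAi and between both groups the SKN-1 list had 0.140 and 0.645, and the xenobiotic families 0.767 and 0.0120 (limma's camera). The last was 0.360 with an estimated correlation.
The other stress lists did not pass with limma's camera, and over all genes 0 of their genes did. Of 43 innate immune effectors 5 were higher and 1 lower at an unadjusted p under 0.05, with 1 higher, *dod-24*, when adjusted over the list alone. *dod-22* was at 12.5 ± 1.91 RPKM against 8.62 ± 1.34 in EV, *lys-3* at 1.98 ± 0.567 against 1.26 ± 0.136, and F35E12.5, now *irg-5*, at 27.6 ± 2.95 against 38.3 ± 3.68 (SD, n = 4 each). The median of that list was 0.00475 (adjusted p = 0.734, 0.923 with an estimated correlation, limma). In the intracellular pathogen response, *sdz-6* was the 1 of 9 genes at an unadjusted p under 0.05, and it passed when adjusted over the list alone (median −0.03 and mean 0.12 of the list). The heat shock list had 1 of 29 genes higher (F44E5.5, log2 fold change 1.02) and 1 lower (*sti-1*, −0.10), and the endoplasmic reticulum unfolded protein response 1 of 21 higher (*pdi-2*, 0.14), at an unadjusted p under 0.05. In the hypoxia list *cysl-1* (−0.28) was the 1 of 18 genes at that level, in the osmotic stress list *dpy-7* (0.94) the 1 of 16, and in the list of AP-1 and MAP kinase genes *pmk-3* (0.30) the 1 of 27, and none of these passed when adjusted over the list alone.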

Further emphasizing how elevated cytosolic dopamine can act as a deleterious stimulus to the cell, independent of its neurotransmissive function. Lastly, gene set enrichment analysis of *cat-1* RNAi responsive yet *cat-2* RNAi resistant genes found an enrichment of genes involved in the cellular response to calcium and metal ions, and hydrogen peroxide metabolic and catabolic processes (Figure S4D).

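None of the 52 tested genes of calcium sensing, buffering and transport and none of the 26 tested genes of metal ion response and transport had an unadjusted p under 0.05 from limma in the libraries labelled *cat-1* RNAi against EV. With the smallest p-values of the calcium genes, *snt-3* had a log2 fold change of −0.41, *ncx-7* of 0.21, *crt-1*, which encodes calreticulin, of 0.06 and the calcium pump gene *sca-1* of 0.09. Of the metal genes, *nlp-40* was at 0.09, *cdr-2* at 0.15, and the ferritin genes *ftn-1* and *ftn-2* at 0.18 and 0.07. Among 31 genes of hydrogen peroxide and superoxide enzymes, the thioredoxin reductase gene *trxr-1* (0.09) was the 1 gene with an unadjusted p under 0.05, and it was higher. In the same list *prdx-3* was at −0.08, *gpx-5* at 0.14 and *gpx-1* at −0.16. Over all genes and when adjusted over the list alone, 0 genes of these 3 lists passed with limma. These lists were written from gene function and are not the annotation terms of Figure S4D. The median log2 fold changes were 0.02 for calcium, 0.01 for metal ions and −0.02 for hydrogen peroxide. Limma's camera with the preset correlation gave an adjusted p of 0.287 for the hydrogen peroxide list, and 0.562 with an estimated correlation.
Over-representation was tested for 39 lists among the 514 genes with an unadjusted p under 0.05 upon *cat-1* RNAi and not upon *cat-2* RNAi, which are not the gene set of Figure S4D, with a one-sided Fisher's exact test against all tested genes and Benjamini-Hochberg adjustment. From the calcium list 0 genes were among them where chance gives 2.03, from the metal ion list 0 where chance gives 1.02, and from the hydrogen peroxide list 1 where chance gives 1.21. Histone genes came closest, with 6 where chance gives 2.27 (exact p = 0.0251, adjusted 0.482), ahead of collagens with 10 (5.12 by chance) and the xenobiotic families with 10 (5.23 by chance). No list passed. Histone genes passed without replicate 2 of *cat-1* RNAi, with 8 where chance gives 1.78 (adjusted exact p = 0.0141).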

### Trauma-induced immediate-early gene activation promotes dopamine synthesis and worsens dopaminergic degeneration

Since healthy uninjured dopaminergic neurons do not undergo spontaneous degeneration (Figure 4G), we postulated that mechanical stress affects dopamine homeostasis. Notably, we observed increased *cat-2* transcription 8- and 24-h post-injury (Figure 5A). Since this could explain how injury disrupts dopamine homeostasis via increased synthesis, we set out to identify potential regulators of this induction. To generate a list of transcription factors (TFs) for a candidate-based screen in *C. elegans*, we leveraged neurotrauma datasets from multiple species and applied specific filtering criteria to identify TFs that might influence this response (Figure S5A). Initially, we identified TFs with significantly altered transcriptional programs in murine TBI datasets.^3^ Next, we ascertained that these TFs possessed predicted consensus binding sequences within the 5′ untranslated region (UTR) of tyrosine hydroxylase. Lastly, we ensured that these TFs had orthologues in *C. elegans* that were expressed in dopaminergic neurons according to single-cell sequencing worm database.^22^ This rigorous filtering process led to the identification of a small subset of TFs (∼15), with AP1, AP4, and ETS1 showing the largest enrichment of predicted binding sites (Figure S5B). Via neuronal-specific RNAi of these transcriptional complexes and other known regulators of *cat-2*, we discerned that the AP1 subunit, *fos-1*, was necessary for trauma-induced *cat-2* transcription, whereas the complementary AP1 subunit *jun-1* was not involved (Figure 5B). Furthermore, other established regulators of dopamine signaling such as *kin-1*, the autoreceptor *dop-2*, or master regulators of dopaminergic development *ast-1* and *ceh-43*^32^^,^^33^ were dispensable for this transcriptional regulation upon trauma (Figure 5B).

**Figure 5:**
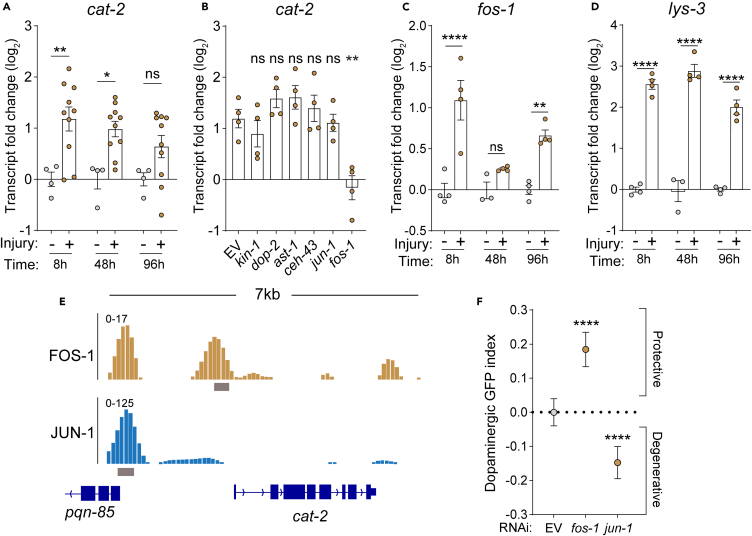
Trauma-induced immediate early gene activation promotes dopamine synthesis and worsens dopaminergic degeneration (A) RT-qPCR quantification of *cat-2* fold change of CF512 worms injured at day 1 of adulthood normalized to age-matched uninjured controls. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnet’s multiple comparisons test. *n* = 4 uninjured and 10 injured independent replicates. (B) RT-qPCR quantification of *cat-2* fold change of PMD63 worms 48 h post-injury normalized to age-matched uninjured controls on respective RNAi. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnet’s multiple comparisons test. *n* = 4 independent replicates per condition. (C) RNA-seq quantification of *fos-1* in CF512 worms injured at day 1 of adulthood and collected 8-, 48-, and 96-h post-trauma. RPKMs are normalized to age-matched uninjured controls. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnet’s multiple comparisons test. *n* = 4 independent replicates per condition. (D) RNA-seq quantification of *lys-3* in CF512 worms injured at day 1 of adulthood and collected 8-, 48-, and 96-h post-trauma. RPKMs are normalized to age-matched uninjured controls. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnet’s multiple comparisons test. *n* = 4 independent replicates per condition. (E) Integrative Genomics Viewer (IGV) tracks of FOS-1 (ENCODE: ENCFF583XRV and ENCFF235JBS) and JUN-1 (ENCODE: ENCFF902YYC and ENCFF225PZG) ChIP-seq in *C. elegans* L4 larvae. Tracks display control normalized signal of pooled replicates (top) and optimal IDR thresholded peaks (bottom). (F) Quantification of dopaminergic GFP retention in worms (PMD63) 48 h after injury. Dopaminergic GFP index compares the loss in GFP retention upon injury in worms treated with empty vector control (EV) RNAi (injured/uninjured) to the loss in GFP retention for the respective RNAi. Positive and negative values show enhanced and reduced GFP retention respectively compared to EV control RNAi conditions. Statistical analysis was performed using an ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Mean ±95% CI. From left to right, *n* = 1418, 1269, and 1097 collected over 3 independent experiments. ∗ **=***p <* 0.05, ∗∗ **=***p <* 0.01, ∗∗∗ **=***p <* 0.001, and ∗∗∗∗ **=***p <* 0.0001.

The kinetics of injury-induced *cat-2* transcription aligned with genome-wide transcriptomics from injured animals, showing transcriptional induction of *fos-1* itself and the known AP1 target gene *lys-*3 (Figure 5C and 5D). Analysis of *fos-1* and *jun-1* ENCODE chip-seq data revealed significant binding of *fos-1*, but not *jun-1*, within 500 bp of the *cat-2* transcription start site, suggesting direct regulation of *cat-2* by *fos-1* (Figure 5E). Consistent with this differential AP1 subunit requirement for *cat-2* transcription, neuronal RNAi of either subunit exhibited opposing effects, with *jun-1* RNAi exacerbating and *fos-1* RNAi suppressing trauma-induced degeneration of dopamine neurons (Figure 5F). Our previous work showed that activation of the MAPK phosphatase, *vhp-1*, after trauma required *jun-1* but not *fos-1*,^14^ which are indeed activated by trauma with opposing kinetics (Figure S5C). Taken together with this current study, this highlights how different homo- or heterodimeric combinations of these AP1 subunits elicit distinct transcriptional signatures, *jun-1* protective yet *fos-1* deleterious.

Our findings indicate that trauma-induced ionic fluctuations promote a degenerative transcriptional response through *fos-1*, involving *cat-2* activation. Based on the detrimental role of dopamine described earlier, this transcriptional induction of dopamine synthesis elucidates how blunt force injury disrupts dopamine homeostasis and exacerbates the cellular stress experienced by dopaminergic neurons.

## Discussion

Our investigation provides a mechanistic explanation for the heightened vulnerability of dopaminergic neurons to blunt-force trauma. Analogous to the pathophysiology of PD, cytosolic dopamine emerges as a pivotal factor, proving both necessary and sufficient in determining hypersensitivity to injury. We substantiate this assertion by forcing serotonergic neurons, akin to dopamine neurons, to ectopically synthesize dopamine. The outcome is hypersensitization of serotonergic neurons to trauma-induced degeneration, a phenomenon to which they are normally resilient.^3^ Overexpression of the same enzymes in GABAergic neurons, which lack the BH4 cofactor required for dopamine synthesis, did not exacerbate injury-induced degeneration to a similar extent. This observation implies that hypersensitization is attributed to dopamine synthesis rather than the overexpression of exogenous proteins.

Oxidative stress, a central feature in the demise of dopaminergic neurons in PD and TBI, plays a pivotal role in our model of mechanical stress. When subjected to this stress, dopaminergic neurons experience disproportionally more ROS compared to other neuronal subtypes. Although the precise contributing factors have been the subject of prolonged debate, our study indicates that cytosolic to mitochondrial calcium dynamics and dopamine exert nearly equal influences. The perturbation of either of these elements is individually sufficient to protect dopamine neurons from injury, underscoring a synergistic interplay between mitochondrial dysfunction and dopamine. This is further supported by the observation that serotonergic neurons, while still experiencing significant ROS formation, remain resilient to injury until the introduction of dopamine. The covalent alteration of mitochondrial proteins by oxidized dopamine^16^^,^^17^^,^^19^ and the role of dopamine metabolism driving mitochondrial ROS,^13^ lends credence to the notion that dopamine plays a direct role in oxidative stress. Future studies are required to define what routes of toxicity are predominant in disease states and whether these mechanisms are shared among PD and TBI.

Moreover, our investigation reveals that promoting the extravesicular accumulation of dopamine in the cytosol via inhibition of its vesicular packaging is sufficient to induce cytosolic ROS and drive dopaminergic degeneration induced by acute or chronic stress, i.e., trauma or aging. This ROS formation may emanate directly from dopamine oxidation or indirectly from mitochondrial damage inflicted by dopamine and dopamine metabolism. Indeed, understanding the link between acute changes in dopamine homeostasis following TBI and its potential contribution to neurodegeneration is crucial for developing effective therapeutic strategies. While our study primarily focused on the immediate effects of TBI on dopamine levels, we anticipate that these short-term alterations may have long-term consequences on neuronal health. Neurodegeneration is a complex process influenced by various factors and it is plausible that the initial disruption in cytosolic dopamine and eventual ROS production post-TBI could exacerbate these processes. Effectively, acute insults early in life might sensitize cells to progressive neuronal damage and eventual neurodegeneration induced by chronic stress through the toxic cascades described in this study.

Despite the long-standing recognition of dopamine’s potential reactivity dating back to 1976,^21^ the precise reasons for the disruption of dopamine homeostasis under stressful conditions have remained elusive. This prompted our investigation into dopamine synthesis following trauma, where we revealed the aberrant induction of the rate-limiting enzyme in dopamine synthesis by *fos-1*. This linkage between calcium dynamics and dopamine is reinforced by the positioning of *fos-1* downstream of the MAPK cascade,^34^ aligning our earlier findings of phosphorylation of ERK/MPK-1, p38/PMK-1, and JNK/KGB-1 within minutes after injury.^14^ The temporal kinetics described herein also complement our understanding of MAPK pathway activation in response to head trauma in mammalian models.^35^

Multiple preclinical and clinical studies further substantiate dopaminergic dysfunction following TBI, revealing a short-term hyperdopaminergic state followed by a protracted hypodopaminergic state following TBI (reviewed by Jenkins P.O.^36^). While the origin of cytosolic calcium warrants further investigation, the theoretical underpinnings suggest multiple avenues through which mechanical stress could induce calcium flux. As shown here, mechanosensory receptors can contribute to degeneration, yet calcium stores within the ER, and microtears in the cell membrane, given the elevation of extracellular calcium relative to cytosolic levels, all emerge as additional sources of uncontrolled ionic influx.

In summary, the molecular insights provided in this study shed light on the intricate interplay of stress-induced cytosolic calcium as a dual catalyst for dopaminergic degeneration, propelling both mitochondrial oxidative stress and increased dopamine synthesis. Consequently, our findings posit dopamine toxicity not only as a hallmark of PD-related pathologies but also as a crucial consideration for future research in the realm of TBI.

### Limitations of the study

For assessing redox imbalances in neurons in a cell-type-specific manner, we are limited to using genetically encoded ROS sensors. These probes are potentially affected by endogenous molecules and local pH, and they could be limited in their dynamic range and specificity. Furthermore, since dopaminergic neurons comprise only 8 cells out of the 959 somatic cells in the entire nematode, we are unable to biochemically verify findings in a cell-type-specific manner.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and virus strains**		

HT115 (DE3) Escherichia coli	Rual et al.^35^	CGC Cat#HT115 (DE3), RRID: WB-STRAIN: HT115(DE3)
OP50 Escherichia coli		CGC Cat#OP50, RRID: WB-STRAIN: OP50

**Chemicals, peptides, and recombinant proteins**		

16% Paraformaldehyde, EM grade	Electron Microscopy Sciences	Cat#15710
Levamisole, 99%	Acros Organic	Cat#187870100
COPAS GP sheath reagent	Union Biometrica	Cat#300-5070-100
TRIzol	Thermo Fisher Scientific	Cat#15-596-026
Halocarbon 700 oil	Sigma Aldrich	Cat#H8898

**Critical commercial assays**		

QuantiTect Reverse Transcription kit	Qiagen	Cat#205311
iTaq Universal SYBR Green Supermix kit	Bio-Red	Cat#1525125

**Deposited data**		

Chromatin immunoprecipitation sequencing for FOS-1	ENCODE	ENCFF583XRV, ENCFF235JBS
Chromatin immunoprecipitation sequencing for JUN-1	ENCODE	ENCFF902YYC, ENCFF225PZG
Raw RNA sequencing data (N2 injured vs non-injured timecourse)	This paper	GeoDatasets: GSE254141
Raw RNA sequencing data (PMD216 on EV, cat-1, cat-2 RNAi)	This paper	GeoDatasets: GSE254138

**Experimental models: Organisms/strains**		

*C. elegans:* N2 (ancestral) as wildtype (WT)	Caenorhabditis Genetics Center	CGC Cat#N2 (ancestral), RRID: WB-STRAIN: N2_(ancestral)
C. elegans: CF512 : *rrf-3(b26) II; fem-1(hc17) IV.*	Caenorhabditis Genetics Center	CGC Cat#CF512, RRID: WB-STRAIN: CF512
C. elegans: WM27 (*rde-1(ne219) V*)	Caenorhabditis Genetics Center	CGC Cat#WM27, RRID: WB-STRAIN: WM27
C. elegans: XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*)	Caenorhabditis Genetics Center	CGC Cat#XE1474, RRID: WB-STRAIN: XE1474
*C. elegans:* PMD13 (*rrf-3(b26) II; fem-1(hc17) IV; egIs1 [dat-1p::GFP]*)	Egge et al.^13^	N/A
*C. elegans:* PMD14 (*rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II*)	Egge et al.^13^	N/A
*C. elegans:* PMD25 (*mgIs42 [tph-1::GFP + rol-6(su1006)]; CF512 [fer-15(b26) II; fem-1(hc17ts) IV]*)	Egge et al.^13^	N/A
*C. elegans:* PMD63 (*rrf-3(b26) II; fem-1(hc17) IV; egIs1 [dat-1p::GFP]; sid-1(pk3321) V; uIs69 [pCFJ90 (myo-2p::mCherry) + unc-119p::sid-1]*)	Egge et al.^13^	N/A
*C. elegans:* PMD184 (utsEx18 *[rgef-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*)	This paper	N/A
*C. elegans:* PMD185 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*)	This paper	N/A
C. elegans: PMD188 (utsEx22 *[tph-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*)	This paper	N/A
*C. elegans:* PMD189 (utsEx23 *[dat-1p::MTS::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*)	This paper	N/A
*C. elegans:* PMD227 (utsEx44 *[dat-1p::55aaTOMM20::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR])*	This paper	N/A
*C. elegans:* PMD249 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]; wpSi6 [dat-1p::rde-1::SL2::sid-1 + unc-119(+)] II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X.)* was made by crossing PMD185 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*) with XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*).	This paper	N/A
*C. elegans:* PMD238 (utsEx16 *[unc-25p::CAT-2::mCherry::unc-54 3’ UTR; unc-25p::BAS-1::mCherry::unc-54 3’ UTR]*) and was crossed with PMD14 (*rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II*) to make PMD146 (utsEx16 *[unc-25p::CAT-2::mCherry::unc-54 3’ UTR; unc-25p::BAS-1::mCherry::unc-54 3’ UTR]; rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II)]*)	This paper	N/A
*C. elegans:* PMD239 (utsEx17 *[tph-1p::CAT-2::mCherry::unc-54 3’ UTR; tph-1p::BAS-1::mCherry::unc-54 3’ UTR]*) and was crossed with PMD25 (*mgIs42 [tph-1::GFP + rol-6(su1006)]; CF512 [rrf-3(b26) II; fem-1(hc17ts) IV]*) to make PMD147 (utsEx17 *[tph-1p::CAT-2::mCherry::unc-54 3’ UTR; tph-1p::BAS-1::mCherry::unc-54 3’ UTR]; mgIs42 [tph-1::GFP + rol-6(su1006)] rrf-3(b26) II; fem-1(hc17ts) IV*)	This paper	N/A
*C. elegans:* PMD216 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP]; dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*) was made by crossing PMD13 (*rrf-3(b26) II; egIs1 [dat-1p::GFP]*) with XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*).	This paper	N/A
*C. elegans:* PMD156 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP], cat-2(n4547) II*) was made by crossing PMD13 with MT15620 (*cat-2(n4547) II.*)	This paper	N/A
*C. elegans:* PMD191 *(fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP], trp-4(sy695) I)* was made by crossing *PMD13 (rrf-3(b26) II; egIs1 [dat-1p::GFP])* and TQ296 *(trp-4(sy695) I)*	This paper	N/A
*C. elegans:* PMD190 *(fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP])* was made by crossing PMD13 *(rrf-3(b26) II; egIs1 [dat-1p::GFP])* and TQ296 *(trp-4(sy695) I)* but selected for trp-4 WT allele to use as a control for PMD191.	This paper	N/A

**Oligonucleotides**		

qPCR primers, see Table S1	This paper	N/A
Genotyping primers, see Table S1	This paper	N/A
Primers to clone roGFP-ORP1 under control of dat-1, tph-1 or rgef-1 promoters, see Table S1	This paper	N/A
Primers to clone CAT-2 and BAS-1 under control of tph-1 or unc-52 promoters, see Table S1	This paper	N/A
Primers for linearizing plasmids for worm microinjections, see Table S1	This paper	N/A
RNAi sequencing, see Table S2	Vidal/Ahringer library	N/A

**Software and algorithms**		

Leica Application Suite X (LAS X) version 3.5.5	Leica	https://www.leica-microsystems.com/products/microscope-software/p/leica-las-x-ls/
LAS X topological 3D visualization tool	Leica	https://www.leica-microsystems.com/products/microscope-software/p/leica-las-af-3d-visualization/
Fiji Software	ImageJ	https://imagej.net/software/fiji/
FlowPilot Software (version 1.6.1.8)	Union Biometrica	https://www.unionbio.com/copas/
CLC Genomics Workbench (version 9.5)	Qiagen Bioinformatics	https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-clc-genomics-workbench/
TFT:TFT legacy	GSEA	gsea-msigdb.org
WormCat (version 2)	Wormcat	http://www.wormcat.com/
CeNGEN	CeNGEN	CeNGEN
TFBIND	TFBIND	tfbind.hgc.jp.
WormEnrichr	WormEnrichr	maayanlab.cloud/WormEnrichr
Prism (version 10.1.0)	GraphPad	https://www.graphpad.com/

**Other**		

Gibson Assembly	NEB	Cat#E2611L
Q5 high fidelity polymerase	NEB	Cat#M0491S
Monarch PCR and DNA cleanup kit	NEB	Cat#T1030S
Precellys tubes	Thermo Fisher Scientific	Cat#02-682-556
Precellys Evolution homogenizer	Bertin Instruments	Cat#P000062-PEVO0-A.0

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Peter M. Douglas ().

#### Materials availability

All *C. elegans* strains made for this study will be available upon request. Strain details are provided below and in the key resources table.

#### Data and code availability

All transcriptomic datasets generated during this study are publicly accessible and are deposited in the NCBI Gene Expression Omnibus under the accession numbers GSE254142 (combined), GSE254138 (PMD216 on EV, *cat-1*, and *cat-2* RNAi), and GSE254141 (N2 injury timeline).

This study does not report any original code.

Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Method details

#### *C. elegans* strains and maintenance

All strains were maintained on standard NGM plates seeded with OP50 bacterial lawn and were kept in a dark 15°C incubator. For experiments requiring large numbers of worms, stock plates were chunked onto OP50 seeded HGM plates and incubated at 20°C and age-synchronization was performed by hypochlorite treatment of gravid animals.

The following strains were obtained from the CGC: N2, CF512 *(rrf-3(b26) II; fem-1(hc17) IV.)*, WM27 (*rde-1(ne219) V*), XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*). TQ296 (*trp-4(sy695) I*).

The following strains were made in our laboratory previously^14^ and used in this study:

PMD13 (*rrf-3(b26) II; fem-1(hc17) IV; egIs1 [dat-1p::GFP]*).

PMD14 (*rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II*).

PMD25 (*mgIs42 [tph-1::GFP + rol-6(su1006)]; CF512 [fer-15(b26) II; fem-1(hc17ts) IV]*).

PMD63 (*rrf-3(b26) II; fem-1(hc17) IV; egIs1 [dat-1p::GFP]; sid-1(pk3321) V; uIs69 [pCFJ90 (myo-2p::mCherry) + unc-119p::sid-1]*).

The following strains were made for this study:

PMD184 (utsEx18 *[rgef-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*).

PMD185 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*).

PMD188 (utsEx22 *[tph-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*).

PMD189 (utsEx23 *[dat-1p::MTS::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*).

PMD227 (utsEx44 *[dat-1p::55aaTOMM20::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR])*.

PMD249 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]; wpSi6 [dat-1p::rde-1::SL2::sid-1 + unc-119(+)] II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X.)* was made by crossing PMD185 (utsEx19 *[dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3’ UTR]*) with XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*).

PMD238 (utsEx16 *[unc-25p::CAT-2::mCherry::unc-54 3’ UTR; unc-25p::BAS-1::mCherry::unc-54 3’ UTR]*) and was crossed with PMD14 (*rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II*) to make PMD146 (utsEx16 *[unc-25p::CAT-2::mCherry::unc-54 3’ UTR; unc-25p::BAS-1::mCherry::unc-54 3’ UTR]; rrf-3(b26) II; fem-1(hc17) IV; juIs76 [unc-25p::GFP* + *lin-15(+)] II)]*).

PMD239 (utsEx17 *[tph-1p::CAT-2::mCherry::unc-54 3’ UTR; tph-1p::BAS-1::mCherry::unc-54 3’ UTR]*) and was crossed with PMD25 (*mgIs42 [tph-1::GFP + rol-6(su1006)]; CF512 [rrf-3(b26) II; fem-1(hc17ts) IV]*) to make PMD147 (utsEx17 *[tph-1p::CAT-2::mCherry::unc-54 3’ UTR; tph-1p::BAS-1::mCherry::unc-54 3’ UTR]; mgIs42 [tph-1::GFP + rol-6(su1006)] rrf-3(b26) II; fem-1(hc17ts) IV*).

PMD216 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP]; dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*) was made by crossing PMD13 (*rrf-3(b26) II; egIs1 [dat-1p::GFP]*) with XE1474 (*dat-1p::rde-1::SL2::sid-1 + unc-119(+); wpSi6 II; eri-1(mg366) IV; rde-1(ne219) V; lin-15B(n744) X*).

PMD191 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP], trp-4(sy695) I*) was made by crossing PMD13 (*rrf-3(b26) II; egIs1 [dat-1p::GFP]*) and TQ296 (*trp-4(sy695) I*).

PMD190 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP]*) was made by crossing PMD13 (*rrf-3(b26) II; egIs1 [dat-1p::GFP]*) and TQ296 (*trp-4(sy695) I*) but selected for trp-4 WT allele to use as a control for PMD191.

PMD156 (*fem-1(hc17) IV, rrf-3(b26) II; egIs1 [dat-1p::GFP], cat-2(n4547) II*) was made by crossing PMD13 with MT15620 (*cat-2(n4547) II.*).

RDE-1 and SID-1 mutants were always confirmed by feeding of *cdc-25.1* RNAi which creates sterile animals when there is functional RDE-1 in the germline. Transgenic rescue of RDE-1 or SID-1 expression in the tissue of interest was confirmed using GFP RNAi.

#### Molecular cloning

All cloning was done using Gibson assembly (NEB E2611L) following the standard NEB cloning protocol. Briefly, all inserts were amplified including a 15 to 20 nucleotide overhang with homology to the recombination targets. All cloning PCR reactions were done with the Q5 high fidelity polymerase (NEB M0491S). Amplified PCR products were run on an agarose gel to confirm clean amplification and 3 x 50 μl PCR reactions were combined and purified using the Monarch® PCR & DNA Cleanup Kit (NEB T1030S). Insert and vector were mixed at the recommended 3-fold molar excess of the insert and at least 100 ng of PCR linearized vector backbone. Gibson assembly master mix (2x) was then added to the mixture and incubated at 50°C for 15 minutes and was then used to transform NEB 5-alpha competent *E. coli* cells. All promoter regions as well as the *bas-1* and *cat-2* genes used in this study were amplified from genomic *C. elegans* DNA and were cloned into pNE1^14^ backbone containing a 3’ GSGGSG linker, mCherry, and unc-54 3’ UTR. ORP1-roGFP2 was cloned from transgenic *Drosophila Melanogaster* (provided by Dr. Matthew Sieber), inserted into pNE1, and the GSGGSG linker was replaced by a T2A self-cleaving peptide sequence (dsDNA oligo synthesized by IDT). All primers used are listed in SI Table S1.

#### Worm microinjections

Microinjections were performed as described previously.^14^ All injected plasmids were PCR linearized using Forward primers targeting the 5’ start of the promoter region and Reverse primers targeting the 3’ end of the *unc-54* 3’UTR to increase expression in neurons.^37^ PCR products were then purified using PCR purification kit (NEB T1030S) and DNA was diluted in molecular grade water to a final concentration of 100 ng/μl and loaded into a pulled glass capillary (with an inner diameter of 0.78 mm and outer diameter of 1.0 mm OD) after which the tip of the capillary was carefully broken against the edge of a glass coverslip. Worms then were injected using a FemtoJet 4i (Eppendorf, Hamburg, Germany) attached to a Leica DMi8 inverted stereomicroscope using pulled glass capillaries. Young N2 worms were placed on an agar padded coverslip in a drop of Halocarbon 700 oil (Sigma Aldrich H8898) and were injected in each arm of the gonad. After injection, worms were recovered on OP50 seeded plates and progeny was monitored for transgene expression.

#### Single worm genotyping

Single worms were picked using a worm pick and transferred to a tube containing 10 μl of worm genotyping lysis buffer (10 mM Tris pH8.2, 50 mM KCl, 2.5 mM MgCl_2,_ 0.45% Tween, 60 μg/ml proteinase K). Tubes were frozen for 15 minutes at -80°C and subsequently lysed at 60°C for 60 minutes, and 95°C for 15 minutes. 5 μl of the lysate was then used in a standard PCR reaction which was analyzed on a 1% agarose gel. All primers used are listed in SI Table S1.

#### Formaldehyde induced fluorescence and confocal microscopy

Ectopic dopamine in serotonergic neurons was visualized using formaldehyde induced fluorescence (FIF) using the simplified and adapted protocol found here.^23^^,^^38^ Briefly, 10 to 20 L3-L4 larvae were placed on a glass slide in a drop of 4% formaldehyde in 0.1 M Na2HPO4/KH2PO4 buffer, pH 7.2. After 5 minutes incubation at RT excess liquid was removed using 3MM filter paper and the slide was placed on a heat block set at 96°C for 10 minutes. During this step the slide was covered with aluminum foil to trap heat and formaldehyde vapors. Once the slide cooled to RT a drop of glycerol was placed on top of the worms and a coverslip was applied. Fluorescence was visualized using 405nm excitation and 470nm – 700nm emission at 63x magnification. Micrographs were acquired using a Leica SP8 confocal microscope and Leica Application Suite X (LAS X) software (version 3.5.5). All images were acquired in xyz acquisition mode, and each line was imaged three times and averaged to reduce noise. Z-stack acquisitions were then used to render 3D projections using LAS X’ topological 3D visualization tool. Laser power, range and gain remained consistent between trials.

Dopaminergic ROS sensor strains were imaged on glass slides and immobilized by levamisole dissolved in M9 buffer. Micrographs were acquired using a Leica SP8 confocal microscope and Leica Application Suite X (LAS X) software (version 3.5.5). All images were acquired in xyz acquisition mode. Fluorescent Z-stack acquisitions are shown as maximum intensity using the ImageJ Z-project function. For DIC Z-stacks a single representative slice is shown. Laser power, range and gain remained consistent between strains.

#### *C. elegans* blunt force trauma

Trauma was administered to *C. elegans* using our blunt force trauma model of mechanical stress described here.^14^ Briefly, age-synchronized worms were grown on empty vector control (EV) or the respective RNAi. Temperature-restrictive strains were grown at 25°C to avoid generation of progeny. Alternatively, strains lacking temperature sensitive mutations were grown on *cdc-25.1* RNAi to induce sterilization yet were still grown at 25°C to allow for comparison with temperature sterile strains. On day 1 of adulthood, worms were rinsed off growth plates in liquid M9 buffer and pelleted by centrifugation at 1000 x g for 30 seconds. 125 μl worm pellets were then transferred to 2 ml Precellys tubes (Thermo Fisher Scientific 02-682-556) and M9 was added to a total volume of 500 μl. Worms were then subjected to high-frequency, multidirectional agitation in a Precellys Evolution homogenizer (Bertin Instruments P000062-PEVO0-A.0) for 16 s at 8600 rpm. Worms were pelleted at 1000 x g for 30 seconds and transferred to fresh recovery plates containing the respective RNAi or EV on which they were grown prior to trauma. Non-injured control worms were suspended in M9 for comparable lengths of time, subjected to the same number of washes and centrifugation steps, and then transferred to recovery plates without having received trauma.

#### RNAi administration

Worm strains were grown on HT115 *E. coli* expressing RNAi constructs from either the Vidal^39^ or Ahringer RNAi libraries.^40^ The L4440 empty vector control (EV) RNAi construct was used for control treatments. RNAi strains were grown in small starter cultures for 8 hours prior to inoculating larger cultures in Terrific Broth (TB) containing carbenicillin, and grown for 15 hours on an orbital shaker at 37°C. After 15 hours, cultures were induced with 1 mM IPTG and incubated for an additional 4 hours at 37°C to ensure RNAi expression. Cultures were then centrifuged at 4000 x g for 10 minutes and bacterial pellets were re-suspended in 1/5^th^ of the original culture volume in TB before being spread on 100 mm NGM plates containing a final concentration of 1 mM IPTG and 0.1 mg/ml carbenicillin. When combining multiple RNAi constructs on one plate, bacterial cultures were mixed at equal volumes prior to plate seeding. All RNAi constructs used are listed in SI Table S2.

#### Large particle flow Cytometry collection and data analysis

Worms were analyzed using the COPAS FP-250 large particle flow cytometer (Union Biometrica) in combination with the LP Sampler (Union Biometrica) to automate sample acquisition. Worms were washed off 100 mm plates using M9 and further washed 3 times with M9 before transferring a 100 μl worm pellet into a 96-well plate for acquisition. All samples were always spaced by wells containing M9 only to avoid cross well collection. COPAS GP SHEATH REAGENT (Union Biometrica 300-5070-100) was used as a flow sheath solution. Extinction was measured using the 488 nm laser and a 1.3 neutral density filter for all experiments except for ROS sensor strains (PMD184, PMD185, PMD188, PMD189, and PMD227) which were acquired using the 561 nm laser and a 2.0 neutral density filter to allow for 405 nm measurements without any 488 nm excitation. Laser power and PMT voltage was optimized empirically for each individual strain and was subsequently kept consistent for each experiment. The gain setting was always set at 1.0 for extinction and 2.0 for all fluorescent channels. Data was collected and processed using Union Biometrica FlowPilot software (version 1.6.1.8) and further normalization was performed in Excel and statistical analysis and outlier identification was done in GraphPad Prism (version 10.1.0).

#### Oxidation ratio

To be able to compare ROS formation across conditions we created an oxidation ratio described below. Since all ROS sensor strains were maintained as extrachromosomal transgenic worm strains, we were able to account for background fluorescence by looking at the mCherry negative (mCh-) population and subtracting the mean GFP fluorescence per condition from the mCherry positive (mCh+) population. This background normalized 405/488 ratio from the injured population was then normalized to time-matched, uninjured controls via subtraction of the average uninjured, blank normalized, 405/488 ratio.

$$Oxidation\;ratio=Injured\frac{\left(405\;{mCh}^{+}\;-\;mean\;405\;{mCh}^{-}\right)}{\left(mean\;488\;{mCh}^{+}\;-mean\;488\;{mCh}^{-}\right)}\;—uninjured\frac{\left(mean\;405\;{mCh}^{+}\;-\;mean\;405\;{mCh}^{-}\right)}{\left(mean\;488\;{mCh}^{+}\;-mean\;488\;{mCh}^{-}\right)}$$

#### Dopaminergic GFP index

To compare the delta dopaminergic GFP retention between EV and RNAi conditions, peak height GFP was normalized as described previously.^14^ Briefly, the GFP retention of individual injured worms was calculated by dividing the GFP peak height value by the average GFP peak height value of uninjured controls from the corresponding genotype or RNAi condition. To calculate the Dopaminergic GFP index, which allows for cross-trail comparison between RNAi treated or mutant worms, GFP retention percentages were normalized to EV or WT controls using the formula below. As a result, any value >0 can be interpreted as protective while any value <0 can be interpreted as degenerative compared to control conditions. Neuronal GFP quantification was always obtained from head neurons exclusively. This was achieved by applying a partial profile of 20% of the head region using the Union Biometrica FlowPilot software (version 1.6.1.8). Orientation of the worm was always established by ‘highest peak height GFP signal in the head’.

$$Dopaminergic\;GFP\;index=\frac{\left(control\;GFP\;retention\Delta -test\;GFP\;retention\Delta \right)}{\left(control\;GFP\;retention\Delta -1\right)}$$

#### RNA extraction

RNA was extracted from 1500-2000 worms per condition using phenol-chloroform extraction. Briefly, 1 ml of Trizol was added to 100 μL of age synchronized worm pellets and then flash-frozen in liquid nitrogen. Worms were then lysed by repeated freeze-thaw cycles and 200 μL of chloroform was added and incubated for 3 min at RT. The aqueous phase was separated by spinning at 12000 x g for 10 minutes at 4°C and transferred to a new tube for isopropanol/ethanol precipitation of RNA.

#### RNA-sequencing

Quality control, mRNA purification, and paired-end 150 bp Illumina sequencing were performed by Novogene (Sacramento, CA). mRNA was enriched using oligo(dT) beads, randomly fragmented in fragmentation buffer, and reverse transcribed to cDNA using random hexamers. Following first-strand synthesis, Illumina synthesis buffer was added with dNTPs, RNase (H) and *E. coli* polymerase I to synthesize the second strand by nick-translation. The cDNA library was purified, underwent terminal repair, A-tailing, and ligation of adapters before PCR enrichment. The cDNA library concentration was quantified with a Qubit 2.0 fluorometer (ThermoFisher Scientific) and sized with an Agilent 2100 Bioanalyzer (Agilent). RNA-seq statistical analysis was performed using CLC software (version 9.0, CLC Bio, Aarhus, Denmark). Data is presented as reads per kilobase million (RPKM) with values normalized to control levels made relative to 0.

#### Quantitative PCR

1 μg of extracted RNA was reverse transcribed using a QuantiTect Reverse Transcription kit (Qiagen 205311) according to manufacturer’s protocol, which includes genomic DNA wipeout. qPCR was performed using the iTaq Universal SYBR Green Supermix kit (Bio-Rad 1525125) in combination with the CFX384 Real-Time System (Bio-Rad). 50 ng of cDNA and a primer concentration of 300 nM per primer was used for each well. All samples were loaded in technical triplicate and biological replicates of 3 or more. Selectivity of primer pair amplification products were determined by melting curve analysis and wells with more than 1 melt peak were excluded from analysis. The relative transcript abundance was calculated through normalization to housekeeping genes *tba-1* and *Y45F10D.4* using the ΔΔCt method.

#### Bioinformatic screening and identification of transcription factor candidates

TFT:TFT legacy analysis was performed to identify transcription factors with differential expression of downstream targets using gsea-msigdb.org and the top 50 hits were used for further analysis. Other filtering constraints included that transcription factors must have annotated homologues in both mice and worm, must be annotated to be expressed in dopaminergic neurons according to CeNGEN, and have predicted binding sites in the promoter region (4 kb upstream of transcription start site) of human *TH* according to tfbind.hgc.jp. Gene set enrichment analysis of *cat-1* RNAi responsive, and *cat-2* RNAi resistant DEGs was performed using WormEnrichr (maayanlab.cloud/WormEnrichr)^41^^,^^42^

### Quantification and statistical analysis

All statistical analyses were conducted using GraphPad Prism (version 10.1.0) and Qiagen Bioinformatics CLC Genomics Workbench (version 9.5). For large worm populations, outliers were removed using the ROUT method (Q = 1%) prior to analysis. All ANOVA F-statistics are reported in SI Table S3.

## Supplemental information

Document S1. Figures S1‒S5 and Tables S1‒S3

# Supplementary material for: Cytosolic dopamine determines hypersensitivity to blunt force trauma
**Source:** iScience. 2024 May 23;27(6):110094. doi: 10.1016/j.isci.2024.110094
**Supplement:** Document S1. Figures S1‒S5 and Tables S1‒S3

Supplemental information

Cytosolic dopamine determines hypersensitivity to blunt force trauma

Kielen R. Zuurbier, Rene Solano Fonseca, Sonja L.B. Arneaud, Lexus Tatge, Gupse Otuzoglu, Jordan M. Wall, and Peter M. Douglas

Supplemental Information (SI)

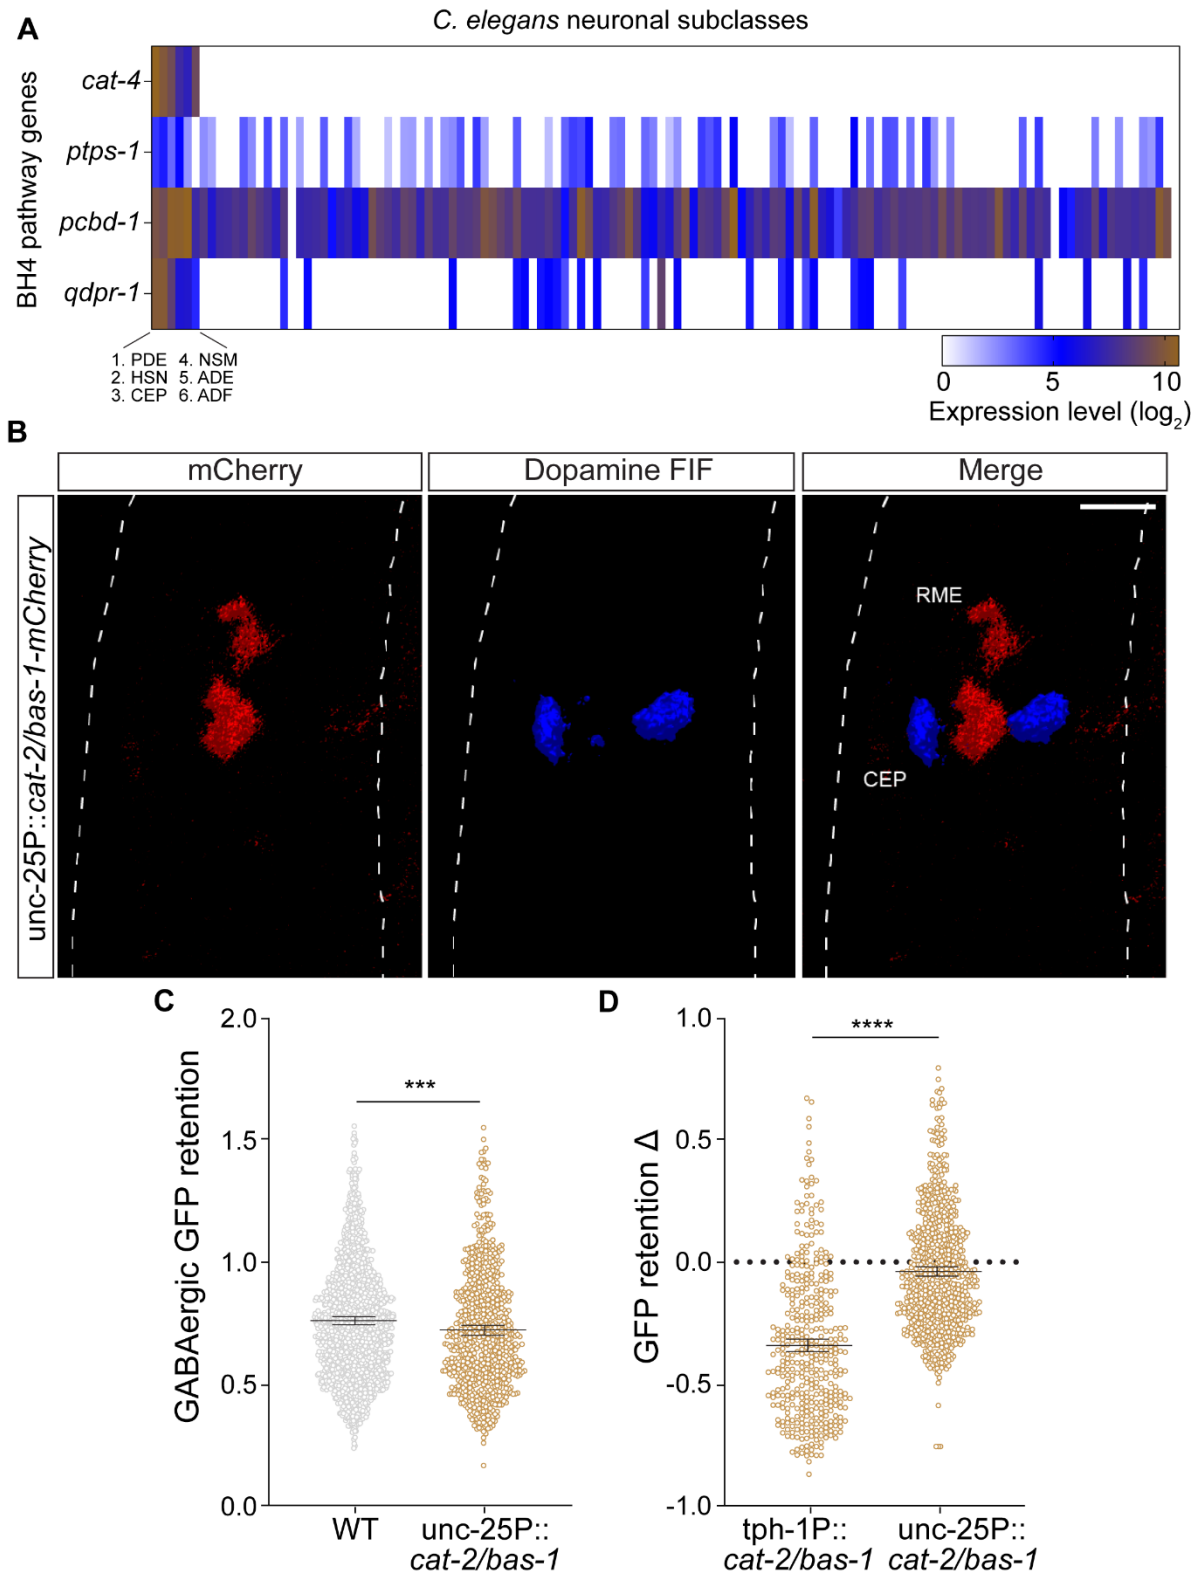

Figure S1. Expression of dopaminergic enzymes in GABAergic neurons does not drive dopamine synthesis. Related to Figure 1.

(A) CeNGEN expression levels of BH4 synthesis (*cat-4* and *ptps-1*) and recycling (*pcbd-1* and *qdpr-1*) in all *C. elegans* neurons. Only dopaminergic and serotonergic neurons express all 4 genes.

(B) Fluorescence micrograph shows the three-dimensional renders of worm head regions compiled from z-stack images. Fixed worms are stained for dopamine (blue) using formaldehyde-induced fluorescence (FIF) and compared with mCherry (red) expression. CEP annotation indicates the cephalic dopamine neurons, RME indicates GABAergic neuron in the *C. elegans* head region. White dashed line indicates the worm outline. Scale bar = 5 μ M.

(C) GABAergic GFP retention in non-transgenic controls versus the transgenic worms (PMD146) ectopically expressing dopamine (*unc-25P::cat-2/bas-1::mCherry*) 48 hours after injury. Each point represents an injured worm normalized to the mean of the uninjured control population. Plots show mean $\pm$ 95%CI. WT $n = 1857$ and *tph-1P::cat-2/bas-1::mCherry* $n = 776$. Statistical analysis was performed using an unpaired t-test; $p = <0.0007$.

(D) GFP retention of serotonergic (PMD147) vs GABAergic (PMD146) mCherry+ populations normalized to uninjured mCherry+ control. Statistical analysis was performed using an unpaired t-test; $p = <0.0001$. *tph-1P::cat-2/bas-1* $n = 412$ and *unc-25P::cat-2/bas-1* $n = 776$.

*= $p < 0.05$, **= $p < 0.01$, ***= $p < 0.001$, and ****= $p < 0.0001$

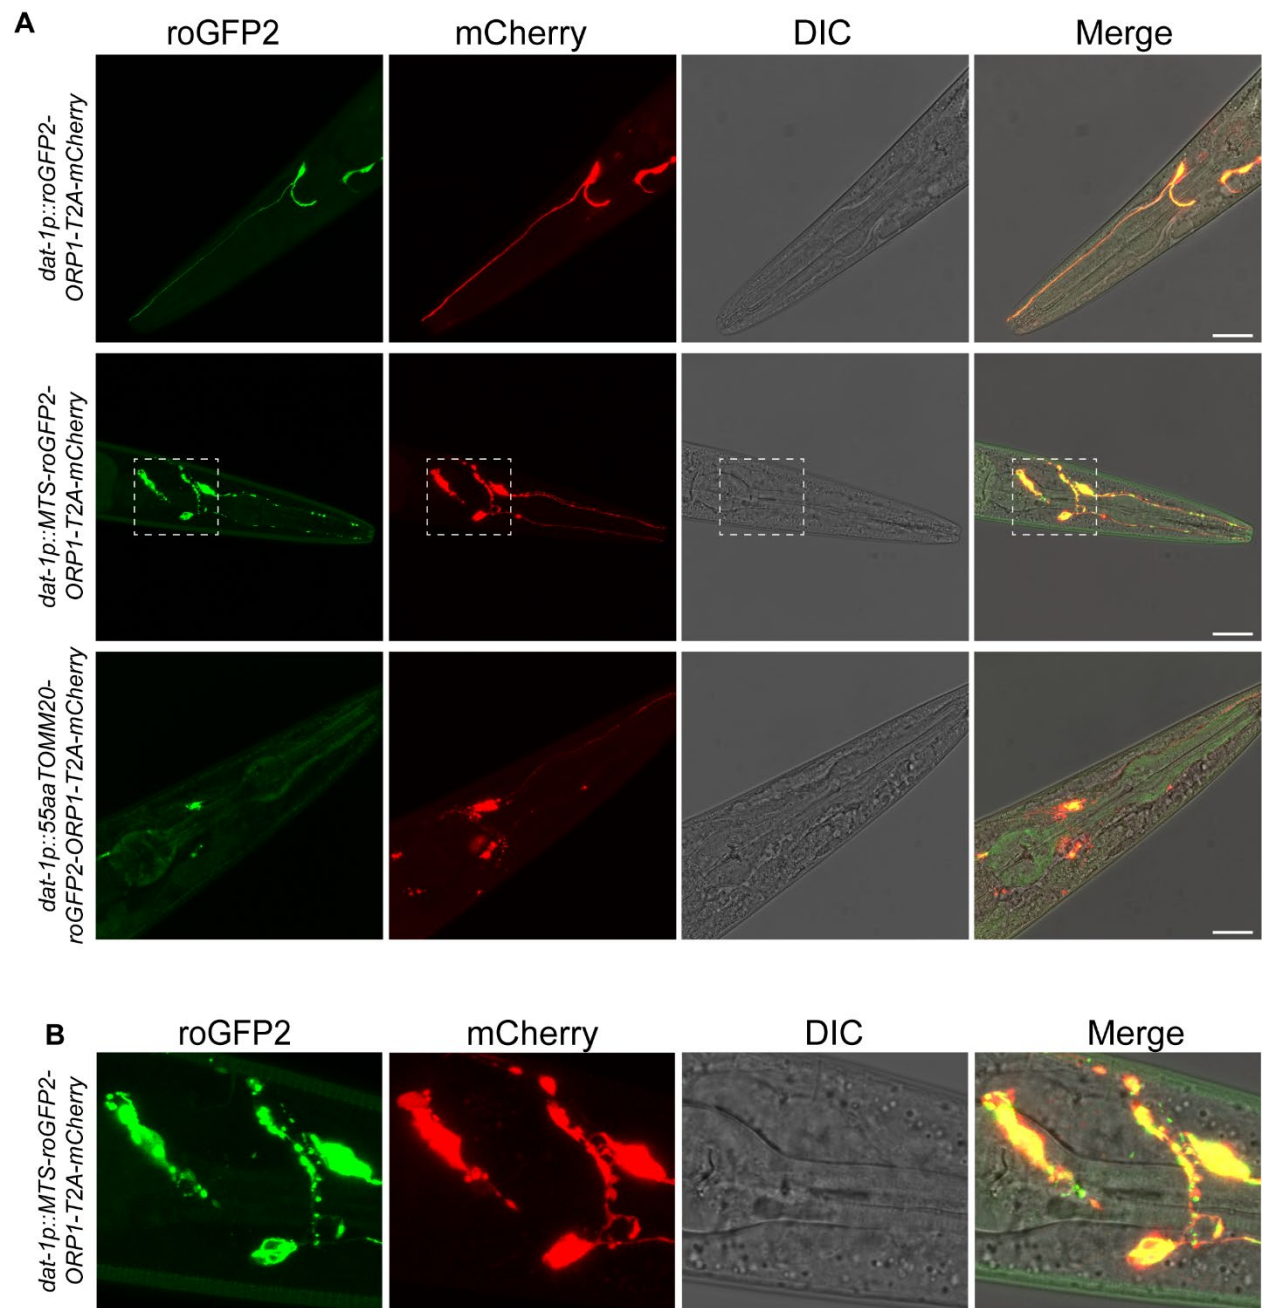

Figure S2. Validation of dopaminergic expression of genetically encoded ROS sensors. Related to Figure 2.

(A) Fluorescence micrographs and differential interference contrast (DIC) images of Dopaminergic ROS sensor strains (top) PMD185 (utsEx19 [*dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3'UTR*]), (middle) PMD189 (utsEx23 [*dat-1p::MTS::ORP1::roGFP2::T2A::mCherry::unc-54 3'UTR*]), (bottom) PMD227 (utsEx44 [*dat-1p::55aaTOMM20::ORP1::roGFP2::T2A::mCherry::unc-54 3'UTR*]). Scale bars = 20 μ M. Dashed boxes indicate regions blown up and shown in **B**. roGFP2 images only show 488nm excited signal (reduced state).

(B) Zoomed in images from PMD189 (utsEx23 [*dat-1p::MTS::ORP1::roGFP2::T2A::mCherry::unc-54 3'UTR*]) shown in **A**.

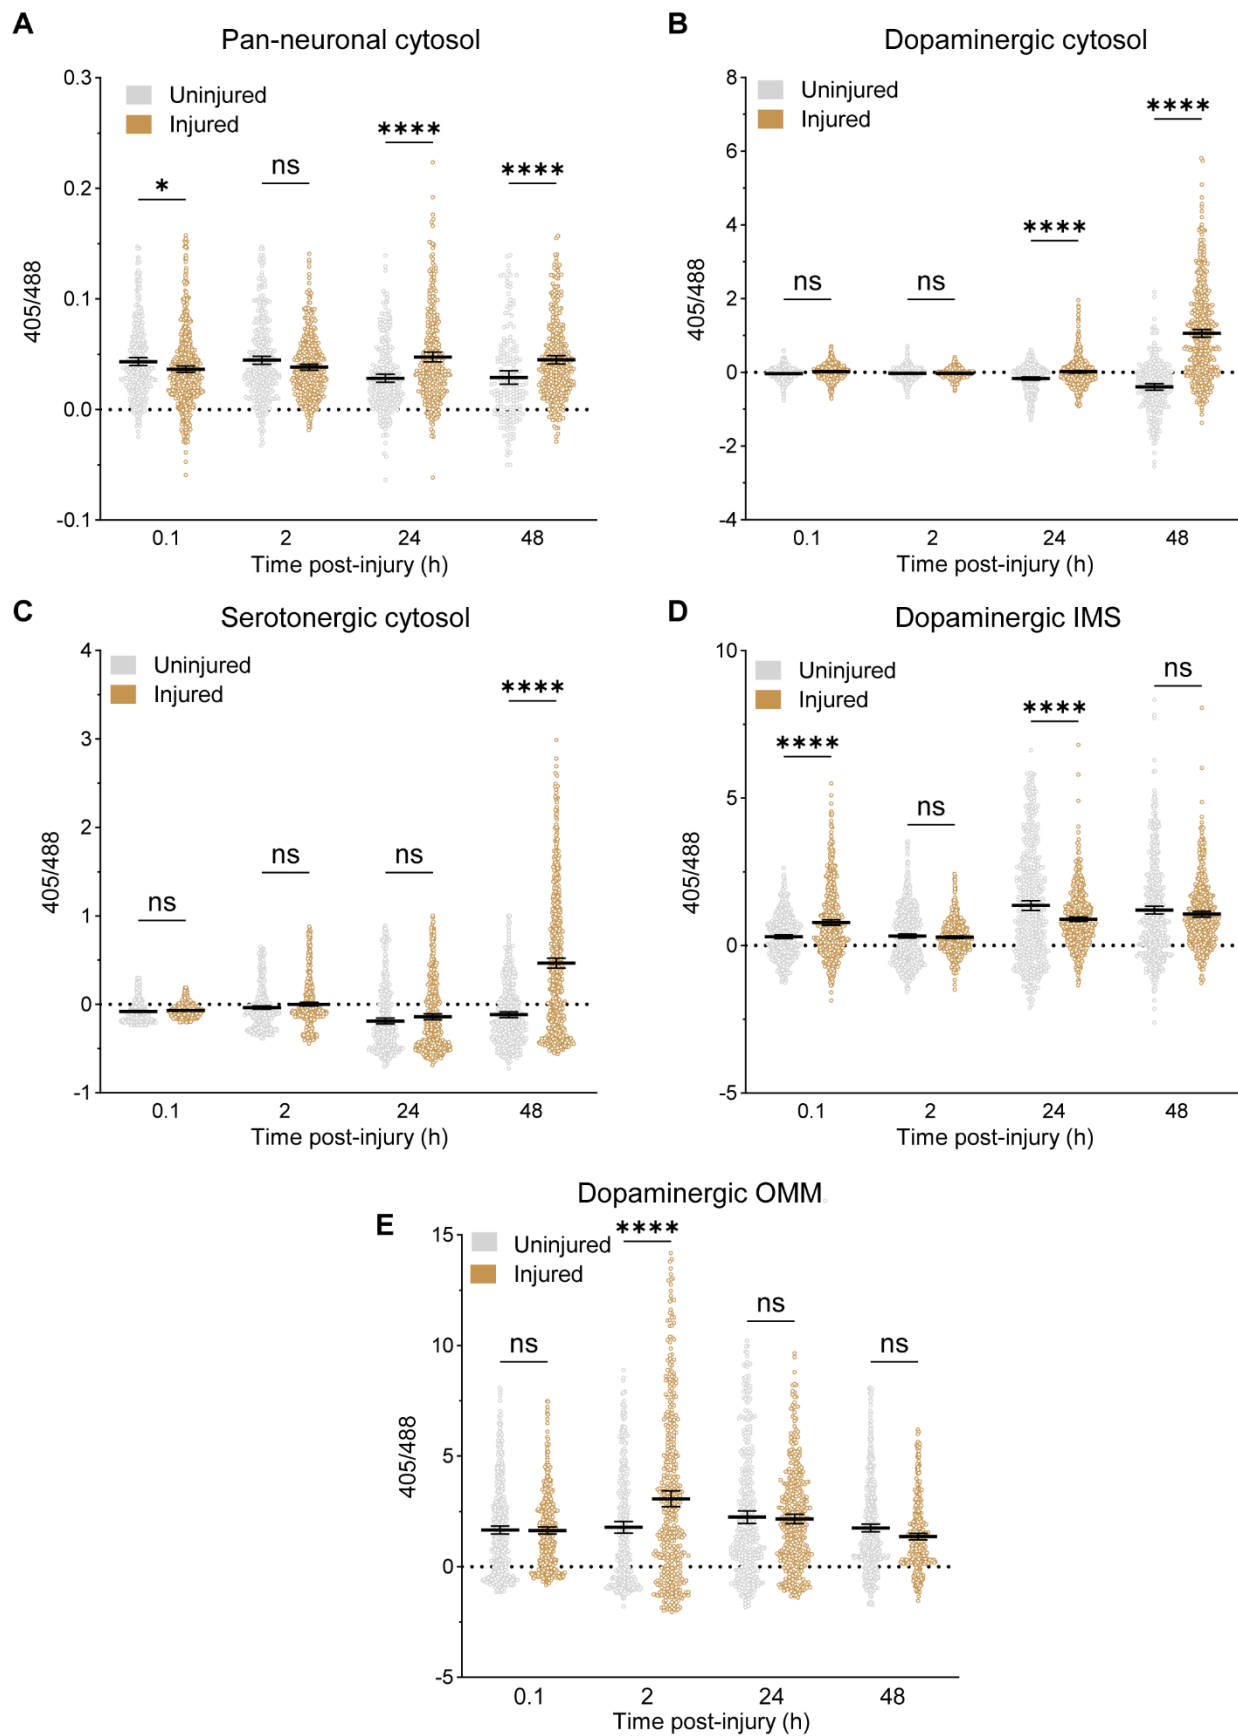

Figure S3. Raw 405/488 ROS sensors ratios in injured and uninjured *C. elegans*. Related to Figure 2

(A) Cytosolic ROS production in all head neurons after injury of roGFP2-ORP1 expressing transgenic worms (PMD184 utsEx18 [*rgef-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3' UTR*]). 405nm/488nm oxidation ratio is calculated after normalization to the background fluorescence of non-transgenic controls. Statistical analysis was performed using an ordinary one-way ANOVA Tukey corrected multiple comparisons. Grey = uninjured, gold = injured. Mean $\pm$ 95%CI. From left to right, $n = 342, 570, 363, 440, 284, 336, 178,$ and 347 collected over 3 individual experiments.

(B) Cytosolic ROS production in dopaminergic neurons in injured and uninjured roGFP2-ORP1 expressing transgenic worms (PMD185 utsEx19 [*dat-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3' UTR*]). 405nm/488nm oxidation ratio is calculated after normalization to the background fluorescence of non-transgenic controls. Statistical analysis was performed using an ordinary one-way ANOVA with Šidák's multiple comparisons test. Grey = uninjured, gold = injured. Mean $\pm$ 95%CI. From left to right, $n = 698, 796, 548, 642, 350, 526, 260,$ and 552 collected over 5 individual experiments.

(C) Cytosolic ROS production in serotonergic neurons in injured and uninjured roGFP2-ORP1 expressing transgenic worms (PMD188 utsEx22 [*tph-1p::ORP1::roGFP2::T2A::mCherry::unc-54 3' UTR*]). 405nm/488nm oxidation ratio is calculated after normalization to the background fluorescence of non-transgenic controls. Statistical analysis was performed using an ordinary one-way ANOVA with Šidák's multiple comparisons test. Grey = uninjured, gold = injured. Mean $\pm$ 95%CI. From left to right, $n = 345, 493, 326, 454, 102, 150, 122,$ and 205 collected over 3 individual experiments.

(D) Inner mitochondrial ROS production in dopaminergic neurons in injured and uninjured roGFP2-ORP1 expressing transgenic worms (PMD189 utsEx23 [*dat-1p::MTS::ORP1::roGFP2::T2A::mCherry::unc-54 3' UTR*]). 405nm/488nm oxidation ratio is calculated after normalization to the background fluorescence of non-transgenic controls. Statistical analysis was performed using an ordinary one-way ANOVA with Šidák's multiple comparisons test. Grey = uninjured, gold = injured. Mean $\pm$ 95%CI. From left to right, $n = 554, 633, 657, 573, 524, 641, 600,$ and 483 collected over 4 individual experiments.

(E) Outer mitochondrial ROS production in dopaminergic neurons in injured and uninjured roGFP2-ORP1 expressing transgenic worms (PMD227 utsEx44 [*dat-1p::55aaTOMM20::ORP1::roGFP2::T2A::mCherry::unc-54 3' UTR*]). 405nm/488nm oxidation ratio is calculated after normalization to the background fluorescence of non-transgenic controls. Statistical analysis was performed using an ordinary one-way ANOVA with Šidák's multiple comparisons test. Grey = uninjured, gold = injured. Mean $\pm$ 95%CI. From left to right, $n = 483, 450, 376, 433, 403, 434, 530,$ and 446 collected over 3 individual experiments.

*= $p < 0.05$, **= $p < 0.01$, ***= $p < 0.001$, and ****= $p < 0.0001$

A

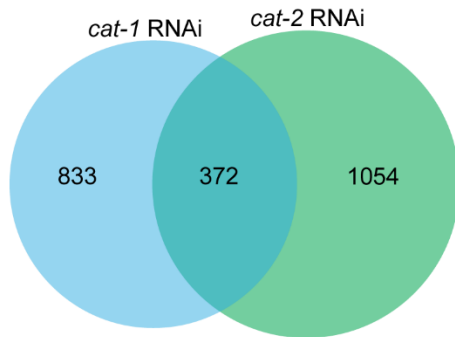

C

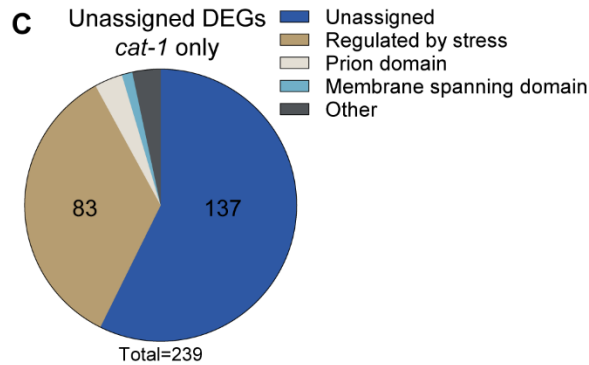

D

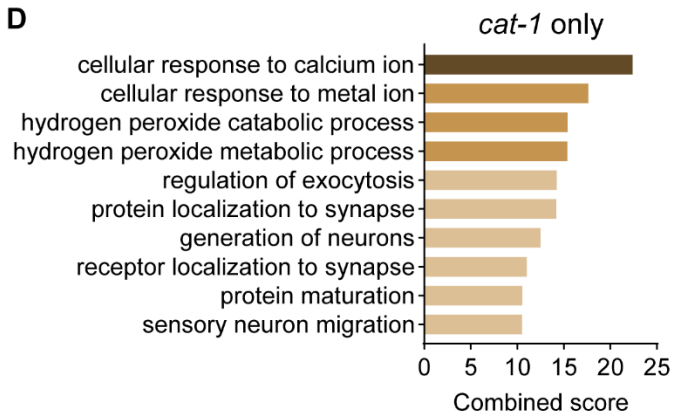

B

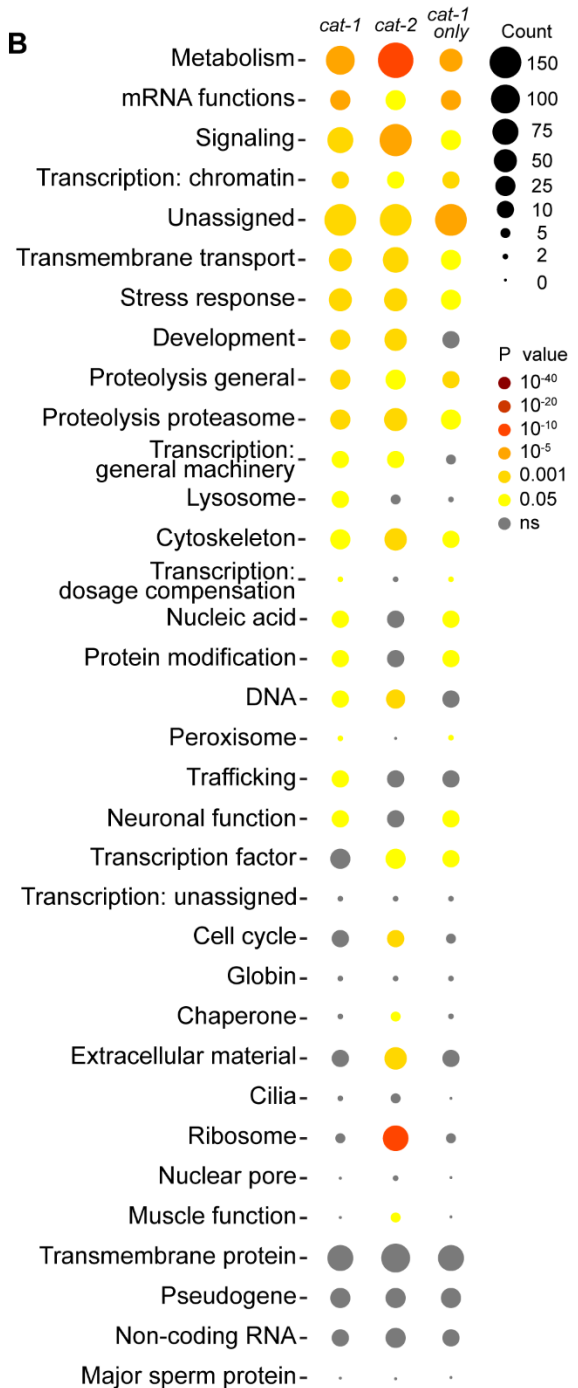

**Figure S4. Impaired vesicular packaging of dopamine activates stress response pathways.
Related to Figure 4**

(A) Venn diagram depicting overlap of differentially expressed genes ($p < 0.05$) identified through RNA-seq in PMD216 day 1 adults raised on *cat-1/SLC18A2* or *cat-2/TH* RNAi compared to EV control. $n = 4$ samples per condition

(B) WormCat (category 1) gene set enrichment analysis of differentially expressed genes (DEG) identified in **A**. 

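In the libraries labelled *cat-2* RNAi, 4 genes passed an adjusted p of 0.05 from limma against EV. The arginine kinase gene F44G3.2, now *argk-1* (chromosome V, 16103894 to 16105952), fell by 1.06 on the log2 scale (SE 0.133, adjusted p = 0.0224), from 20.7 ± 1.47 RPKM in EV to 9.85 ± 2.297 (SD, n = 4 each). The ferritin gene *ftn-1* (chromosome V, 7546468 to 7547579) rose from 15.7 ± 2.97 to 28.2 ± 2.04 RPKM (SD, n = 4 each), a log2 fold change of 0.85 (SE 0.126, adjusted p = 0.0367 from limma). *nspc-12*, of a nematode specific peptide family whose copies may share reads, rose from 6.42 ± 1.33 to 22.0 ± 5.99 RPKM (SD, n = 4 each), a log2 fold change of 1.69 (SE 0.242, adjusted p = 0.0367 from limma). The noncoding RNA gene F56F3.7 rose by 1.78 (SE 0.244, adjusted p = 0.0288 from limma), from 3 reads over the EV libraries to 30, a ratio of 9.95 (95% exact Clopper-Pearson interval 3.09 to 50.9). For each of the 4 genes all 4 libraries lay outside the range of EV, as for 5.46% of all tested genes, where chance gives 2.86%. In the libraries labelled *cat-1* RNAi, F56F3.7 had 13 reads and *nspc-12* was at 10.2 ± 3.37 RPKM, with 4 and 3 libraries above every EV library. There *argk-1* was at 18.3 ± 1.79 RPKM, with 3 libraries below every EV library. *ftn-1* was at 17.7 ± 2.24 there, with 1 library above every EV library (SD, n = 4 each). The cystathionine gamma-lyase gene *cth-1*, which lies 1143 bp from *argk-1*, was at 20.8 ± 3.73 RPKM against 35.9 ± 4.07 in EV (SD, n = 4 each) and did not pass (adjusted p = 0.0625 from limma), nor did C16B8.3 (log2 fold change −0.26), *pmt-2* (−0.24), *col-119* (−0.34) or C32H11.4 (0.51). At an unadjusted p under 0.05, 643 genes were higher and 520 lower. No gene passed without EV replicate 3, EV replicate 4, *cat-1* RNAi replicate 1 or *cat-2* RNAi replicate 1. *argk-1* was the 1 gene that passed without *cat-2* RNAi replicate 4, *argk-1* and *ftn-1* were the 2 without EV replicate 2, and *argk-1* and F56F3.7 the 2 without *cat-1* RNAi replicate 2. *ftn-1* did not pass without *cat-1* RNAi replicate 4, and neither *ftn-1* nor *nspc-12* passed without *cat-2* RNAi replicate 3, where *cth-1* did. Without *cat-2* RNAi replicate 2 there were 8 genes, the 4 above with *cat-2*, *lec-10*, *pmt-2* and *scl-2*. With each library left out in turn, the log2 fold change ran from −1.18 to −0.919 for *argk-1* and from 0.704 to 0.923 for *ftn-1*. For *nspc-12* it ran from 1.52 to 1.80 and for F56F3.7 from 1.63 to 1.98. With other processing of all 12 libraries 0 genes passed with no filter, 1 (*argk-1*) with a pseudocount of 0.1 and 1 (*nspc-12*) with only these 2 groups in the model.
Genes of the ribosome and of mitochondrial energy production made up the lists with the smallest p upon *cat-2* RNAi. Of 79 cytosolic ribosomal protein genes, 43 were lower and 0 higher at an unadjusted p under 0.05 from limma, with a median log2 fold change of −0.17 (adjusted p = 1.73e-26 from limma's camera, 0.435 with an estimated correlation). *rpl-3* was at 1229 ± 48.4 RPKM against 1369 ± 35.7 in EV and *rpl-31* at 725 ± 16.6 against 811 ± 16.3 (SD, n = 4 each), while *rps-26* was at −0.19 and *rps-7* at −0.15. No ribosomal gene passed over all genes or when adjusted over the list alone. The median was −0.09 without *cat-2* RNAi replicate 2, the library that lies farthest from the others. In the libraries labelled *cat-1* RNAi the same list also had the smallest p against EV, with 3 genes lower and 0 higher at an unadjusted p under 0.05 and a median of −0.07 (adjusted p = 4.55e-06 from limma's camera, 0.922 with an estimated correlation), −0.03 without *cat-1* RNAi replicate 1 and −0.10 without replicate 3. Between both RNAi groups its median was 0.11 (adjusted p = 1.35e-11 from limma's camera, 0.745 with an estimated correlation), a call that ended without *cat-2* RNAi replicate 2 (median 0.02, adjusted p = 0.0869). Of 39 oxidative phosphorylation genes 14 were lower and 0 higher, with a median of −0.09 (adjusted p = 2.72e-09 from limma's camera, 0.267 with an estimated correlation), among them *atp-5* (−0.12), *mev-1* (−0.13), *ucr-2.3* (−0.15) and *asb-2* (−0.13), and the median was −0.06 without *cat-2* RNAi replicate 2. Upon *cat-1* RNAi the oxidative phosphorylation median was −0.05 (adjusted p = 0.00113 from limma's camera, 0.562 with an estimated correlation), a call that ended without *cat-1* RNAi replicate 1 (median −0.03, adjusted p = 0.0567). The proteasome list had 8 of 34 genes lower, *pbs-2* (−0.19) among them (adjusted p = 7.38e-06 from limma's camera, 0.435 with an estimated correlation). Sperm genes had a median of −0.31 from few reads (adjusted p = 4.36e-05 from limma's camera, 0.562 with an estimated correlation), a sign that turned to 0.014 among genes with a mean of at least 1 CPM (reads scaled to the library total). Their median was −0.48, −0.19 and −0.16 without *cat-2* RNAi replicates 1, 2 and 4. Of 29 molting genes 4 were higher and 0 lower (*let-653* 0.54, *fbn-1* 0.77, *mlt-11* 0.66 and *noah-2* 0.58), with an adjusted p of 0.00422 from limma's camera and 0.664 with an estimated correlation. In the oxidative phosphorylation, proteasome, sperm and molting lists 0 genes passed over all genes or when adjusted over the list alone (limma). Among 131 collagen genes 11 were higher and 18 lower, with 2 higher and 9 lower when adjusted over the list alone and 0 over all genes (limma). Of these, *col-93* was at 36.4 ± 2.64 RPKM against 61.1 ± 11.2 in EV (SD, n = 4 each), *col-20* at −0.57 and *col-140* at −0.25.
The mRNA function genes in the libraries labelled *cat-1* RNAi against EV were read from the splicing list. Of its 43 genes 5 were higher and 0 lower at an unadjusted p under 0.05, with *snrp-200* at 102 ± 5.71 RPKM against 89.8 ± 2.88 (SD, n = 4 each) and *sap-49* at a log2 fold change of 0.13. These 2 passed when adjusted over the list alone and 0 passed over all genes with limma. The median of the list was 0.04 (adjusted p = 0.00113 from limma's camera, 0.423 with an estimated correlation), 0.05 without EV replicate 3 and −0.012 with voom on the recovered reads, where the direction turned. F-box and MATH-BATH genes had 23 of 359 higher and 4 lower in the same comparison, a median of 0.08 (adjusted p = 0.0270 from limma's camera, 0.922 with an estimated correlation). That call ended without EV replicate 1 (adjusted p = 0.0521), EV replicate 4 (0.0720), *cat-1* RNAi replicate 1 (0.185) or *cat-1* RNAi replicate 2 (0.142), each from limma, with a median of 0.05 without each of the last 3, and 0 of its genes passed over all genes or when adjusted over the list alone. In all, 10 lists passed with the preset correlation upon *cat-1* RNAi, 10 upon *cat-2* RNAi and 9 between both RNAi groups, and 0 in each comparison with an estimated correlation.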

Dot size corresponds to the number of genes associated with the gene set while color indicates significance.

(C) Piechart depicting WormCat category 3 annotation of all category 1 ‘unassigned’ cluster in **B**.

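Between both RNAi groups the arginine kinase gene F44G3.2, now *argk-1*, had the smallest p-value for a gene higher upon *cat-1* RNAi (log2 fold change 0.89), at 18.3 ± 1.79 RPKM (SD, n = 4) in the libraries labelled *cat-1* RNAi. No gene passed (smallest adjusted p = 0.144 from limma, 0 genes with voom as well). The next smallest p-values of genes higher there belonged to C32H11.9, now *cld-1* (0.89), *cth-1* (0.67), ZC239.21 (0.55) and *dod-21* (1.05). C32H11.9 was at 25.7 ± 4.71 RPKM against 13.7 ± 2.85 in the libraries labelled *cat-2* RNAi and *dod-21* at 27.1 ± 2.72 against 13.5 ± 5.67 (SD, n = 4 each). Of the genes lower in the libraries labelled *cat-1* RNAi, the smallest p-values belonged to the C-type lectin gene *clec-52*, at 2.00 ± 0.404 RPKM against 4.47 ± 1.06, to F08G5.6, now *irg-4*, at 30.6 ± 4.03 against 49.4 ± 5.86 (SD, n = 4 each). The others were *cat-2* itself (log2 fold change −1.28), *erg-28* (−0.42) and *ftn-1* (−0.66). At an unadjusted p under 0.05, 416 genes were higher upon *cat-1* RNAi than upon *cat-2* RNAi and 432 were lower. Without replicate 1 of *cat-2* RNAi, *clec-52* and *dod-21* passed, and without replicate 3 of *cat-2* RNAi *argk-1* did.
Against EV, 268 genes had an unadjusted p under 0.05 in both comparisons from limma, 165 higher in both, 100 lower in both and 3 in opposite directions, and 895 had one upon *cat-2* RNAi alone. The shared EV libraries alone give shared genes. In 100 draws of 3 groups with no difference between them, the median number of shared genes was 102.5 (95% of draws from 0 to 694). When the EV libraries were split so that each comparison had 2 of its own, the 6 splits gave a median of 76 shared genes (57 to 94). With fewer EV libraries each comparison also called fewer genes, with medians of 558 upon *cat-1* RNAi and 761.5 upon *cat-2* RNAi, against 782 and 1163. The values with split EV libraries therefore do not measure the sharing alone. The correlation of the log2 fold changes across genes was 0.562 with shared EV libraries, 0.514 in the draws and 0.160 with split EV libraries, and genes are not independent replicates. The number of shared genes was 152 without replicate 1 of *cat-1* RNAi, 411 without replicate 3 of *cat-1* RNAi and 169 without replicate 4 of *cat-2* RNAi.

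**Figure D2:**
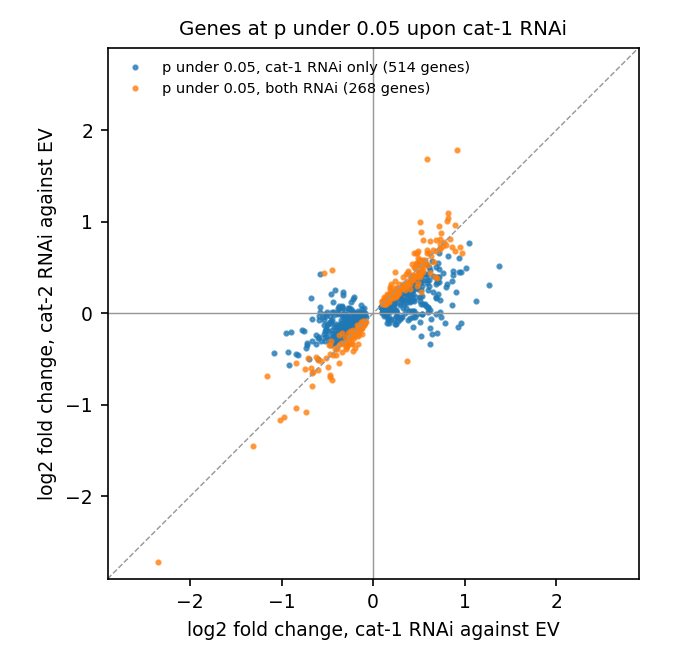
Log2 fold change against EV upon *cat-1* RNAi (horizontal axis) and upon *cat-2* RNAi (vertical axis), with 514 genes at an unadjusted p under 0.05 upon *cat-1* RNAi only in blue, 268 genes in both comparisons in orange and equal fold changes on the dashed line. Of the blue genes 437 of 514 (85.0%) have the same sign on both axes, where simulated groups with no difference that share EV libraries gave a median of 89.1%.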

(D) Gene set enrichment analysis of 833 genes differentially expressed upon *cat-1* RNAi yet unchanged upon *cat-2* RNAi. GeneRIF GO Biological Process was used as annotation source.

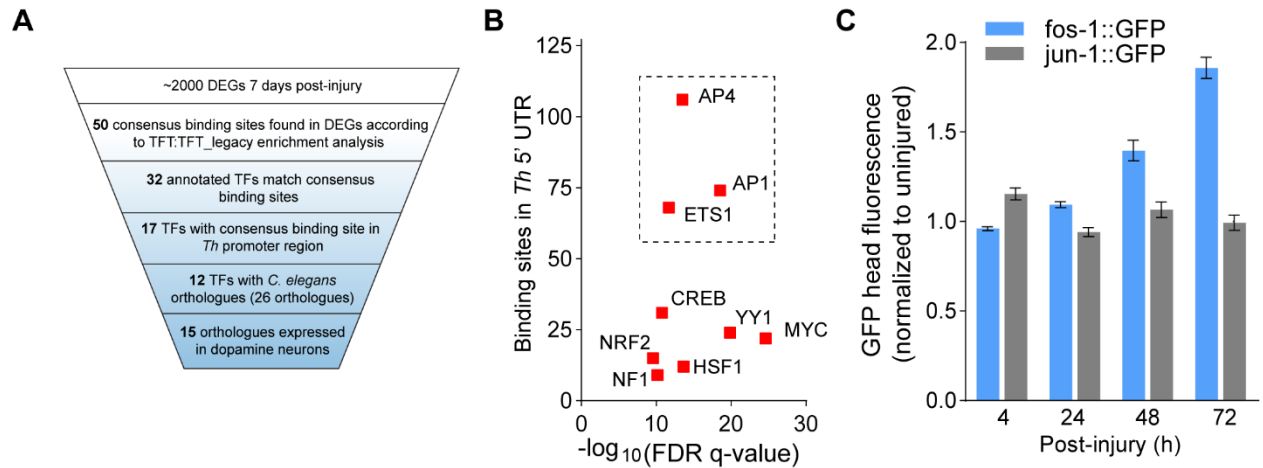

Figure S5. Candidate-based screening strategy to identify trauma induced activators of dopamine synthesis. Related to Figure 5.

(A) Filtering strategy for TF identification of *cat-2* induction.

(B) Predicted binding sites in the promoter of mouse tyrosine hydroxylase of TFs that passed all criteria in **A** vs their TFT:TFT gene set enrichment analysis following brain injury.

(C) GFP quantification of injured worms expressing FOS-1 or JUN-1 fused to GFP. All data is normalized to ag-matched uninjured control. Mean $\pm$ 95%CI. From left to right FOS-1 $n= 2097, 4457, 2009, \text{ and } 2226$. JUN-1 $n= 782, 1439, 777, \text{ and } 809$. All samples were collected over 3 individual replicates.

Supplementary Tables

Table S1. Primers used in this study. Related to STAR methods.

**Primer Name**	**Primer Sequence (5'-3')**
**qPCR primers**	
dat-1 qPCR Fw	CGCCTCATTATTCCATTGGT
dat-1 qPCR Rv	ACTCGTTGCCATTCTCAG
cat-2 qPCR Fw 5-6	GACGGTTTATTGGTTCATTGTGG
cat-2 qPCR Rv 5-6	AATTCTCCATACGCCGACAG
**Genotyping primers**	
CAT-2 geno Fw1	GTGTCCGGAAAATAGTATCGC
CAT-2 geno Fw2	CATGGTAACTTAGAATTAACACCC
CAT-2 geno Rv	TTAGTAGCCTTGCACGCTAG
trp-4 geno Fw1	TTCCTCCTGAAACAGAAGCATGACAC
trp-4 geno Fw2	CTACCAGCCTGTCGACGAGGAC
trp-4 geno Rv	TGGTTCGCCCGTCTGTAAGCT
**Primers to clone roGFP-ORP1 under control of dat-1, tph-1, or rgef-1 promoters**	
BB-DAT-3'-Rv	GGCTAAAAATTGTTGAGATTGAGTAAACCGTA
roGFP-5'-Fw	GTGAGCAAGGGCGAGGAGCTGTTCA
roGFP2-Orp1 Fw	ATGGTGAGCAAGGGCGA
roGFP2-orp1 Rv	CTAGACTATTCCACCTCTTTCAAAAGTT
BB-DAT-ORP Rv	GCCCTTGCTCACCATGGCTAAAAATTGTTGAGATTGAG
BB-TPH-ORP Rv	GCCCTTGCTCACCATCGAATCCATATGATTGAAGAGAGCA
BB-RGEF-ORP Rv	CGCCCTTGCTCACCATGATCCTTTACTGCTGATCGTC
ORP-2A Fw	ATGGTGAGCAAGGGCGA
ORP-2A Rv	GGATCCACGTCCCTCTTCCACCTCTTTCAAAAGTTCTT
BB-X-X Fw	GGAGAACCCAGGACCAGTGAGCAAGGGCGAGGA
**Primers to clone CAT-2 and BAS-1 under control of tph-1 or unc-25 promoters**	
CAT-2 cloning Fw1	ATGTTTTTGCGGTATATGCGGAGG
CAT-2 cloning Rv1	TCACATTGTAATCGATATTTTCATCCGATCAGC
BAS-1 cloning Fw1	ATGGACTCCCAAAAATTGCGGACT
BAS-1 cloning Rv1	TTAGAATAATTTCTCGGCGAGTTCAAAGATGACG
BAS-1 cloning Rv2	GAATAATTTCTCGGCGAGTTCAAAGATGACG
CAT-2 cloning Rv2	CATTGTAATCGATATTTTCATCCGATCAGC
BB+BAS-1 Fw1	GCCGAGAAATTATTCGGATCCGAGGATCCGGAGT
BB+CAT-2 Fw1	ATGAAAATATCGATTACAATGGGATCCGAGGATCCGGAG
BB Rv1	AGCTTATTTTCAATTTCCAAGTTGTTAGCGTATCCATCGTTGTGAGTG
TPH-1 BB Fw1	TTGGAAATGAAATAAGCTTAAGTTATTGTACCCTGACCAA
TPH-1 BAS-1 Rv1	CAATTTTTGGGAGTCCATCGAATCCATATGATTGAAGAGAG
TPH-1 CAT-2 Rv1	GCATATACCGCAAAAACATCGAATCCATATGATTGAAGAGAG
UNC-25 BB Fw1	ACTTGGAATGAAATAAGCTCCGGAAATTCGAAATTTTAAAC
UNC-25 BAS-1 Rv1	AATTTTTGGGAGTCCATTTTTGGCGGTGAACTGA
UNC-25 CAT-2 Rv1	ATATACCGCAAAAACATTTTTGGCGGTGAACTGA

BB+BAS-1 Fw2	GCCGAGAAATTATTCGG
BB+CAT-2 Fw2	ATGAAAATATCGATTACAATGG
BB Rv2	AGCTTATTTTCATTTCCAAGT
**Linearizing primers for worm microinjections**	
dat-1p lin inj Fw	CCATGAAATGGAACCTGAATCC
unc-25p lin inj Fw	CCGGAAATTCGAAATTTTAAACG
tph-1p lin inj Fw	TAAGTTATTGTACCCTGACCAAAAC
unc-54 lin inj Rv	AAACAGTTATGTTTGGTATATTGGG

Table S2. RNAi constructs used in this study. Related to STAR methods.

Gene target	Sequence name	Library
EV	L4440	N/A
<i>cat-1</i>	W01C8.6	Vidal
<i>cat-2</i>	B0432.5	Vidal
<i>dop-2</i>	K09G1.4	Ahringer
<i>mcu-1</i>	K02B2.3	Ahringer
<i>kin-1</i>	ZK909.2	Vidal
<i>ast-1</i>	T08H4.3	Vidal
<i>ceh-43</i>	C28A5.4	Vidal
<i>jun-1</i>	T24H10.7	Vidal
<i>fos-1</i>	F29G9.4	Vidal
<i>amx-2</i>	B0019.1	Vidal

Table S3. ANOVA statistics. Related to Figures 2, 3, 4, and 5.

Figure panel	F-statistic	P-value
**2C and S3A**	F (7, 2852) = 12.51	P<0.0001
**2D and S3B**	F (7, 4364) = 320.7	P<0.0001
**2E and S3C**	F (7, 5218) = 196.9	P<0.0001
**2F and S3D**	F (7, 4657) = 72.38	P<0.0001
**2G and S3E**	F (7, 3547) = 20.65	P<0.0001
**3A**	F (5, 2600) = 147.8	P<0.0001
**3B**	F (3, 563) = 29.36	P<0.0001
**4B**	F (11, 1776) = 22.40	P<0.0001
**4G**	(2-way ANOVA, column factor)<br>F (1, 8738) = 51.20	P<0.0001
**5A**	F (5, 36) = 5.299	P=0.0009
**5B**	F (6, 21) = 7.764	P=0.0002
**5C**	F (5, 17) = 14.46	P<0.0001
**5D**	F (5, 17) = 98.95	P<0.0001
**5F**	F (2, 3781) = 47.80	P<0.0001

How the deposited data were processed for this re-analysis (not part of the article)

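Whole-worm mRNA of day 1 adult PMD216 worms was sequenced from 3 groups (EV, *cat-1* RNAi and *cat-2* RNAi) with 4 libraries each. The replicates are labelled biological replicates, and the labels give the same replicate numbers and letters to all 3 groups without saying what a number or letter shares, so the libraries were not treated as paired. The authors mapped the reads with CLC software to genome build ce11 and deposited 1 table with an RPKM value for each of 46739 features and 12 libraries, together with group means, p-values and false discovery rates of their own comparisons. The deposited RPKM values are reads divided by the length of the feature and by the library's mapped reads, with no log or further scaling. The authors' deposited p-value columns equal an equal-variance test on raw RPKM for *cat-1* RNAi against EV and *cat-2* RNAi against EV, and an analysis across all 3 groups. They were not used for the values at the claims and entered only as an alternative, over the genes tested here and adjusted over those. The settings for mapping, strand and reads with several places are not given in the sources used here.

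The planned test on counts could not be used because the table holds RPKM, so the test set for that case was used. Genes with at least 0.5 RPKM in at least 4 of the 12 libraries were kept (13161 genes), log2(RPKM + 0.5) was computed, and limma (version 3.58.1, R 4.3.3) was run with a trend in the variance and robust estimation, all 12 libraries in 1 model, 3 comparisons and Benjamini-Hochberg adjustment within each. The pseudocount of 0.5 makes fold changes of genes with low RPKM smaller than the ratio of their means. The table holds 20423 features with a value above 0, of which 17544 (85.9%) were found by identifier in the Ensembl annotation of release 115. For 11402 features the ratio of the length recovered from RPKM to the annotated exon length had a median of 0.996. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

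The 12 libraries held 18765779 to 21493743 mapped reads. Ratios of reads of the RNAi targets have 95% exact Clopper-Pearson intervals given the sum of reads of both groups, which cover counting error only. Between replicates of 1 group the chi-square per gene of the recovered reads was 3.37 to 42.4 over 18 pairs (correlation 0.985 to 0.992), where counting error alone gives 1. Values of 4 against 4 libraries were compared with two-sided exact permutation tests, whose smallest p is 0.0286.

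Named genes were chosen by a rule. For each comparison it takes the 10 higher and 10 lower genes with the smallest p among those past an adjusted p of 0.05. Where fewer than 5 genes pass in a direction, it takes those and then the genes with the smallest unadjusted p up to 5. It adds up to 4 members with the smallest p for each list described and each gene of the list of genes named in the paper. Genes outside the rule were chosen after their values were seen.

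The 40 gene lists hold 913 names, of which 872 were found by name, 15 by a synonym and 26 not at all. Matching by synonym was added after a first look at which names were found. Lists with at least 5 tested members (39) were tested with limma's camera, with the preset correlation of 0.01 and with an estimated one, and with fry. Over-representation among genes was tested with a one-sided Fisher's exact test against all tested genes.

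Reads were simulated from the levels and spread of all 12 libraries, with 200 genes changed in the *cat-1* RNAi libraries in each of 3 draws (13127 to 13157 genes). For *cat-1* RNAi against EV the test called 58.3% of genes changed by 1.5 times, 72.3% of those changed by 2 times and 90.2% of those changed by 3 times at an adjusted p under 0.05, and 22 of 463 calls were unchanged genes. Each gene was drawn independently, with a spread averaged over genes of similar level. The draws thus lack the correlation between genes and the outlying libraries of the real data, and these rates need not hold there. The simulated groups with no difference come from another simulation, of 100 draws. Each of its 12 libraries was the gene's mean plus a random mix of the differences of all 12 libraries from their group means. It keeps the correlation between genes but gives every library the same pooled spread. The library quality weights were 1.02 to 1.54 in EV and 0.331 in *cat-2* RNAi replicate 2, where a low weight marks a wide spread.

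Alternatives were other scalings, filters and pseudocounts, library weights, a block for the replicate number, models of 2 groups, the authors' p-values, other tests of lists and leaving out each of the 12 libraries. They number 24, and 3 more (limma's voom on the recovered reads, leaving out both libraries that lie apart, and a test with unequal variances) were chosen after seeing the data. Other splits of the libraries into groups of 4 were counted for each comparison, 35 splits each. For the genes changed upon *cat-1* RNAi only and the shared genes all 70 labellings of the EV and *cat-1* RNAi libraries were used, since a split and its mirror differ there. The injury experiments, GFP measurements, reactive oxygen species measurements and RT-qPCR of the paper were not analysed here.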

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

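The tests on the RNAi targets, the test on bacterial food, with its list of methionine cycle genes, and the leave-one-out values of *ech-6* and *nhr-68* were chosen after the result was seen. So were the look at the principal component and at other splits for the ribosomal genes and their closer match by level and length. The other tests were set before their own values were seen, but the *acdh-1* and ribosomal patterns they examine were taken from these data.

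*cat-1* and *cat-2* each had more reads in the libraries of their own RNAi than in EV, with ratios of 6.94 and 8.17, where less mRNA is the usual effect of RNAi. An exchange of EV and RNAi labels is argued against, because the third group then had as little of each target as EV: the larger upper bound of its ratio to the target's own RNAi libraries was 0.335. RNA made in the bacteria from the cloned fragment and carried in the worms' gut is a candidate explanation, since each clone raised its own target and the target of the other clone reached at most 1.46 times EV (interval 0.723 to 3.02). The libraries were made from RNA enriched with oligo(dT) beads, which should remove most bacterial RNA, so this source needs some RNA of the clone to pass that step, which was not measured. Higher transcription of the target gene stays open: the 9 other dopaminergic genes tested had a median log2 fold change of −0.0108 upon *cat-1* RNAi and 0.0884 upon *cat-2* RNAi, which excludes no rise of the target alone. The deposited gene-level values do not show which part of a gene the reads cover, so they cannot separate worm mRNA from RNA of the clone. Because of that, these values give no measure of the knockdown in dopaminergic neurons.

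*acdh-1*, *ech-6* and the transcription factor gene *nhr-68*, which act in the breakdown of propionate when vitamin B12 is short, were lower in the libraries labelled *cat-1* RNAi at an unadjusted p under 0.05 from limma, and none passed the adjusted threshold. Upon *cat-2* RNAi *acdh-1* (log2 fold change −0.69) and *ech-6* (−0.20) were lower at an unadjusted p under 0.05 as well and *nhr-68* (−0.13) was not, with the same EV libraries. Between both RNAi groups *acdh-1* (−0.47) and *nhr-68* (−0.24) had an unadjusted p under 0.05, *ech-6* (−0.02) did not, and none passed the adjusted threshold, so the fall is not shown to be particular to *cat-1* RNAi. 1 outlying library is argued against for each gene, since without the library whose loss raised the value most the log2 fold change was still −0.998 for *acdh-1*, −0.19 for *ech-6* and −0.32 for *nhr-68*. Bacterial food that differs between the clones could lower these genes too. It cannot be told apart from an effect of dopamine, because each RNAi came with its own bacteria, and the methionine cycle genes, which also follow vitamin B12, had a median of −0.0453 with 6 of 8 members lower (unadjusted p = 0.0125 from limma's camera, 0.0571 with an estimated correlation). Upon *cat-2* RNAi their median was −0.0771 with 7 of 8 lower (unadjusted p = 0.00123 from limma's camera, 0.0200 with an estimated correlation). Both medians go in the direction expected from the food and stay above the −0.1 set for it, so this explanation stays open. A change in worm metabolism upon RNAi in dopaminergic neurons stays open as well and was not tested.

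The cytosolic ribosomal protein genes were lower upon *cat-2* RNAi as a list with limma's camera at the preset correlation. The call was lost with an estimated correlation (adjusted p = 0.435), and 0 of the 79 genes passed the adjusted threshold of limma, while 43 had an unadjusted p under 0.05. Library scaling is argued against as the cause, because the median log2 fold change was −0.185 with median-of-ratios scaling. Gene length and expression level may explain part of the difference and are argued against as the whole: the nearest 89 other genes had a median of −0.0755 themselves, and the list's median differed from it by −0.0921. That match is incomplete for level (median 1243 RPKM in the list, 835 in the matched genes). With each of the 79 genes set against other genes within 0.5 log2 units in level and length, the median difference was −0.0857 and 73 genes lay below their matches. Whether 1 outlying library carries it cannot be told apart from a shift of the group, since the median was −0.0905 without *cat-2* RNAi replicate 2 and the libraries differ widely (−0.439, −0.139, −0.0456 and −0.0309 from the EV mean in replicates 2, 4, 1 and 3). Replicates 1 and 2 of *cat-1* RNAi were low too (−0.143 and −0.0794), and these with *cat-2* RNAi replicates 2 and 4 are the 4 libraries highest on the first principal component. Of the splits of the EV and *cat-2* RNAi libraries, the real one gave the largest shift of the list's median, 0.168 in size, with 0.154 the largest other. Between both RNAi groups the real shift was 0.112. There the split of *cat-1* RNAi replicates 1 and 2 and *cat-2* RNAi replicates 2 and 4 against the rest gave −0.171. Upon *cat-1* RNAi other splits reached 0.0935, against 0.0665 for the real one. A structure of the samples apart from the RNAi is thus not excluded as a source of the list's fall and stays open. A lower ribosomal expression upon *cat-2* RNAi may remain, as a hypothesis from the same data.

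In 6 of the 90 groups of 4 libraries tested for the genes named, 1 library lay far from the other 3, where chance gives 4.5. The values in RPKM were 9.43 for C32H11.9 in *cat-2* RNAi replicate 4 (others 15.0 to 15.3), 36.6 for F08G5.6 in *cat-1* RNAi replicate 3 (others 28.0 to 29.1) and 97.4 for *hacd-1* in EV replicate 2 (others 88.1 to 89.6). From few reads, F56F3.7 was at 0 in EV replicate 4 (others 0.260 to 0.264), Y38E10A.9 at 0.380 in EV replicate 1 (others 0) and *cat-2* at 0.209 in EV replicate 3 (others 0.116 to 0.121).

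The paper does not discuss the 4 genes that passed upon *cat-2* RNAi against EV, with log2 fold changes of −1.06 for F44G3.2, 1.78 for F56F3.7, 0.85 for *ftn-1* and 1.69 for *nspc-12*.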

How the results depend on the processing

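The voom, unequal-variance and leaving-out-2-libraries settings were chosen after the result was seen. Of 81 results of named genes and lists under 1829 settings, 5 reversed and 46 changed sign without being called. The reversed medians were −0.0082 for innate immune effectors upon *cat-2* RNAi, −0.012 for splicing upon *cat-1* RNAi and −0.00543 for the proteasome between both RNAi groups, each with voom, and for sperm genes 0.014 upon *cat-2* RNAi and −0.011 between both RNAi groups at a mean of at least 1 CPM. The cause was not tested.

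With library quality weights, 816 genes were changed upon *cat-1* RNAi only, 1294 had an unadjusted p under 0.05 upon *cat-1* RNAi and 478 were shared, and 9 genes passed the adjusted threshold upon *cat-2* RNAi and 1 between both RNAi groups. With the authors' p-values adjusted over the genes tested here, 2 genes passed upon *cat-1* RNAi and 0 upon *cat-2* RNAi. Their deposited false discovery rates over all features, from an equal-variance test, were under 0.05 for 0 features upon *cat-1* RNAi and 1 upon *cat-2* RNAi. That feature, B0513.90, had 1 read in each EV library and 0 in each *cat-2* RNAi library. The 4 genes upon *cat-2* RNAi became 2 with median-of-ratios scaling, 2 with voom, 1 with a pseudocount of 0.1, 1 with only 2 groups in the model, and 0 with no filter, with a replicate block and without the 2 libraries that lie apart. The replicate numbers are shared between groups, but libraries with the same number deviated from their group means with correlations of −0.0578 to 0.185 over the 3 comparisons, and 4, 2 and 2 of 8 libraries correlated best with their own number. Shared genes were 138 with unequal variances and 173 without the 2 libraries. The 29 list calls over the 3 comparisons became 0 with an estimated correlation, 0 with fry and 12 with fry in either direction. With voom 1 list was over-represented among the genes changed upon *cat-1* RNAi only, germline and oocyte (10 genes, 2.64 by chance). The cause was not tested.

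Leaving out 1 library at a time, the genes past the adjusted threshold ranged over 0 to 1 upon *cat-1* RNAi, 0 to 8 upon *cat-2* RNAi and 0 to 2 between both, and those at an unadjusted p under 0.05 over 508.0 to 1215, 828 to 1721 and 670 to 1042. The genes changed upon *cat-1* RNAi only ranged over 356 to 804, shared genes over 152 to 411 and the correlation of fold changes over 0.456 to 0.627. The log2 fold change of *cat-1* ranged over 0.6001 to 1.03 upon its RNAi and that of *cat-2* over 1.13 to 1.45. List calls ranged over 22 to 32 in all (4 to 11, 8 to 14 and 4 to 10) and over-represented lists over 0 to 1. A test on deposited counts and the use of uniquely mapped reads were not run, since the table holds RPKM. Depth limits *cat-1*, *cat-2* and *dat-1*, which have few reads per library.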

Differences from the paper's values

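The paper's number of genes differentially expressed upon *cat-1* RNAi and unchanged upon *cat-2* RNAi is 833, at p under 0.05 with no adjustment stated in its legends, and here it was 514 at an unadjusted p under 0.05. Of the 21 alternatives set before the data were examined that give this number, 8 lie within 1.5 times of the paper's value: library quality weights (816), without *cat-1* RNAi replicate 3 (804), without *cat-2* RNAi replicate 2 (760), no filter (731), only 2 groups in the model (701), the authors' p-values over the genes tested here (680), without *cat-2* RNAi replicate 4 (577) and median-of-ratios scaling (575). The other 13 do not: a replicate block (540), pseudocounts of 1 (528) and 0.1 (516), a mean of at least 1 CPM (452), without EV replicates 1 to 4 (403, 473, 428 and 425), without *cat-1* RNAi replicates 1, 2 and 4 (356, 403 and 496) and without *cat-2* RNAi replicates 1 and 3 (519 and 515). The 3 settings chosen after seeing the values, voom (551), unequal variances (532) and without the 2 libraries that lie apart (490), do not reach it. In the authors' deposited table, over all features with a read, 862 features have a p under 0.05 for *cat-1* RNAi and not for *cat-2* RNAi, of which 182 fall below the minimum used here.

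The paper states that genes of the response to calcium, of the response to metal ions and of hydrogen peroxide metabolism are over-represented among these genes. The lists used here are not the annotation terms of the paper, and none of the 3 was over-represented (0, 0 and 1 genes, where chance gives 2.03, 1.02 and 1.21). With so few genes expected, the test could find only a large excess. Figure S4B of the paper shows stress response and mRNA functions among the categories enriched in the same genes. Here no list of stress genes was over-represented among the 514 genes, nor was the splicing list (4 genes, where chance gives 1.68). The ribosome, which the figure shows for *cat-2* RNAi, was the list with the smallest p here upon *cat-2* RNAi with the preset correlation (median −0.17), a call lost with an estimated correlation (adjusted p = 0.435), and the median was −0.0905 without *cat-2* RNAi replicate 2. The same list, for which the figure shows no enrichment upon *cat-1* RNAi, also had the smallest p upon *cat-1* RNAi here (median −0.07, adjusted p = 0.922 with an estimated correlation). These values are shifts of the whole list, whereas the figure shows enrichment among genes past a threshold. Among the 514 genes there were 0 ribosomal genes, where chance gives 3.09, so over-representation was not seen here either.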

Other observations

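The use of all 70 labellings, the genes outside the rule for naming and the features listed at 0 were chosen after the result was seen, and the other tests were set earlier.

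*igdb-1* (chromosome IV, 12479011 to 12482426) had 205 to 350 reads in the 4 EV libraries, 312 in *cat-1* RNAi replicate 3, 84 in *cat-2* RNAi replicate 1 and 0 in the other 6 libraries. Its log2 fold changes were −2.35 upon *cat-1* RNAi (adjusted p = 0.819 from limma) and −2.71 upon *cat-2* RNAi (adjusted p = 0.461 from limma). Without *cat-1* RNAi replicate 3 they were −3.19 (adjusted p = 0.0396 from limma) and −2.71 (adjusted p = 0.0289 from limma). The related gene *igdb-2*, 3833 bp away, had 2933 to 3901 reads in the 6 libraries with *igdb-1* at 0 and 2808 to 3101 in the other 6. There were 4 features with at least 100 reads in 1 library and 0 in another: *igdb-1*, C46G7.1 (0 in 3 libraries, 6 to 123 reads in the others), Y106G6H.9 (0 in 2, 74 to 115 in the others) and Y43F11A.1 (0 in 1, 71 to 210 in the others).

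Several named genes are neighbors. C32H11.9, *dod-21* and *dod-24* lie within 3834 bp of each other on chromosome IV (gaps of 466 bp and 2117 bp), with C32H11.4 at 11714 bp from C32H11.9.

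Of the 38 genes on the list of genes named in the paper, 32 were tested. Upon *cat-1* RNAi against EV, *lys-3* (log2 fold change 0.46) and *lin-15B* (0.22) were higher and *qdpr-1* (−0.15) was lower at an unadjusted p under 0.05 from limma, with 0 passing over all genes (adjusted p = 0.819 each) or when adjusted over the list alone. *fos-1* was at −0.14, *jun-1* at −0.11, *mcu-1* at −0.09, *amx-2* at −0.08, *bas-1* at −0.02 and *cat-4* at −0.06. Upon *cat-2* RNAi, *qdpr-1* was at −0.15.

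Chance was examined by other splits of the same libraries. By this count alone chance is argued against for the 4 genes past the adjusted threshold upon *cat-2* RNAi. The real split alone gave that many (1 of 35, the smallest share the splits allow, highest other 0). That share was not adjusted for the number of counts examined in this way, and the 4 calls depend on the processing, so chance is not excluded for them. Chance cannot be excluded for the other counts either. Upon *cat-2* RNAi, 2 of 35 splits had as many genes at an unadjusted p under 0.05 (1163, highest other 1180) and 5 of 35 as many lists (10, highest other 16). Upon *cat-1* RNAi, 35 of 35 splits had as many genes past the adjusted threshold (0, highest other 1), 5 of 35 at an unadjusted p under 0.05 (782, highest other 1190) and 7 of 35 as many lists (10, highest other 14). Between both RNAi groups the numbers were 35 of 35 (0, highest other 177), 8 of 35 (848, highest other 2030) and 10 of 35 (9, highest other 12). The split with 177 genes sets *cat-1* RNAi replicates 1 and 2 and *cat-2* RNAi replicates 2 and 4 against the rest. It was picked as the split with the most genes, and a structure of the samples apart from the RNAi may lie behind it. For the 514 genes changed upon *cat-1* RNAi only, 13 of 70 labellings gave as many (highest other 993), and for the 268 shared genes 4 of 70 (highest other 496).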
